# G-protein Gα_13_ functions as a cytoskeletal and mitochondrial regulator to restrain osteoclast function

**DOI:** 10.1038/s41598-019-40974-z

**Published:** 2019-03-12

**Authors:** Shinichi Nakano, Kazuki Inoue, Cheng Xu, Zhonghao Deng, Viktoriya Syrovatkina, Gregory Vitone, Liang Zhao, Xin-Yun Huang, Baohong Zhao

## Abstract

Excessive osteoclastic bone erosion disrupts normal bone remodeling and leads to bone loss in many skeletal diseases, including inflammatory arthritis, such as rheumatoid arthritis (RA) and psoriatic arthritis, periodontitis and peri-prosthetic loosening. Functional control of osteoclasts is critical for the maintenance of bone homeostasis. However, the mechanisms that restrain osteoclast resorptive function are not fully understood. In this study, we identify a previously unrecognized role for G-protein Gα_13_ in inhibition of osteoclast adhesion, fusion and bone resorptive function. Gα_13_ is highly expressed in mature multinucleated osteoclasts, but not during early differentiation. Deficiency of Gα_13_ in myeloid osteoclast lineage (*Gα*_*13*_^*ΔM/ΔM*^ mice) leads to super spread morphology of multinucleated giant osteoclasts with elevated bone resorptive capacity, corroborated with an osteoporotic bone phenotype in the *Gα*_*13*_^*ΔM/ΔM*^ mice. Mechanistically, Gα_13_ functions as a brake that restrains the c-Src, Pyk2, RhoA-Rock2 mediated signaling pathways and related gene expressions to control the ability of osteoclasts in fusion, adhesion, actin cytoskeletal remodeling and resorption. Genome wide analysis reveals cytoskeleton related genes that are suppressed by Gα_13_, identifying Gα_13_ as a critical cytoskeletal regulator in osteoclasts. We also identify a genome wide regulation of genes responsible for mitochondrial biogenesis and function by Gα_13_ in osteoclasts. Furthermore, the significant correlation between Gα_13_ expression levels, TNF activity and RA disease activity in RA patients suggests that the Gα_13_ mediated mechanisms represent attractive therapeutic targets for diseases associated with excessive bone resorption.

## Introduction

Bone destruction is a major cause of disability associated with many skeletal diseases, such as rheumatoid arthritis (RA), psoriatic arthritis, periodontitis and peri-prosthetic loosening^1–5^. Osteoclasts are the exclusive cell type that is responsible for bone resorption. Excessive generation of osteoclasts or increased osteoclast activity leads to pathologic bone erosion. Osteoclasts differentiate from the monocyte/macrophage lineage. Osteoclastogenesis is induced by the master osteoclastogenic cytokine receptor activator of nuclear factor-κB ligand (RANKL), which acts in concert with macrophage colony-stimulating factor (M-CSF) and immunoreceptor tyrosine-based activation motif (ITAM)-mediated co-stimulatory signals. Binding of RANKL to its receptor RANK activates a broad range of signaling cascades, including canonical and non-canonical NF-κB pathways; mitogen-activated kinase (MAPK) pathways leading to the activation of AP-1 and CREB transcription factors; and calcium signaling, to induce the expression of key transcription factors Blimp1 and NFATc1 to initiate early stage of osteoclast differentiation^2,6–9^.

Along the differentiation process, myeloid precursors first undergo differentiation to mononuclear osteoclasts, which then fuse into mature giant multinucleated polykaryons at late stages driven by the expression of genes responsible for cell-cell fusion, such as DC-Stamp and ATP6v0d2^10,11^. The giant multinucleated osteoclasts express high levels of osteoclast marker genes, such as Tartrate Resistant Acidic Phosphatase (*Acp5*), Cathepsin K (*CtsK*) and αvβ3 integrin (*Itgb3*). The expression of these genes is essential for mature osteoclasts to exert their major function, bone-resorption, through acid decalcification and proteolytic degradation of the bone matrix^2,9^. As a premise, the process of bone resorption requires osteoclasts to be polarized and to adhere tightly to the bone surface to form a unique structure, called the sealing zone, via actin ring formation surrounding a ruffled border. The unique osteoclastic actin ring structure makes the sealing zone an isolated resorptive microenvironment that concentrates the secreted protons and degrading enzymes for efficient resorption to occur^12–14^. Upon stimulation, such as attachment to integrins and/or cytokine activation by M-CSF or RANKL, osteoclasts undergo rapid cytoskeletal reorganization, appear polarized and form actin rings (the actin rings display as actin rings/belts in *in vitro* cultures)^14,15^. c-Src initiated signaling cascades including downstream activation of Syk, Pyk2 and small Rho GTPases are well studied and known to play important roles in actin reorganization^14,15^. Cytoskeletal reorganization in osteoclasts, mainly reflected by dynamic actin ring formation, is a prerequisite for osteoclast polarization, movement and bone resorptive function. Recent evidence shows that functional control of osteoclasts is important for the maintenance of bone homeostasis^16–19^. Nonetheless, the mechanisms regulating osteoclast cytoskeleton organization and function, especially the negative feedback mechanisms, remain underexplored.

G-protein mediated signaling pathways contribute to diverse cellular activities, such as cell growth, differentiation and survival. Guanine nucleotide-binding protein subunit alpha 13 (Gα_13_; encoded by *Gna13*) is a member of the G12 subfamily of the heterotrimeric G proteins. These G-proteins include Gα, Gβ, and Gγ subunits and couple specific receptors to transduce signals to downstream effectors^20,21^. The G12 subfamily has two members, Gα_12_ and Gα_13_. Gα_13_ is more critical than Gα_12_ during development, demonstrated by the genetic evidence that mice with global knockout of Gα_13_, but not Gα_12_, exhibit embryonic lethality^22,23^. Gα_13_ plays key roles in biological and disease settings, such as embryogenesis, angiogenesis, cell cytoskeleton organization, cellular transformation, and metastatic tumor progression^21^. In addition, Gα_13_ can interact with other proteins to regulate different signaling pathways, such as MAPK pathway and the Rho GTPases^20^. Wu *et al*. recently reported that Gα_13_ negatively regulates osteoclast differentiation through inhibition of the Akt-GSK3β-NFATc1 signaling^24^. Here, we identified a previously unrecognized expression pattern for Gα_13_ and unique molecular mechanisms by which Gα_13_ regulates osteoclast function. In contrast to a low expression level of Gα_13_ in osteoclast precursors and early stages of differentiation, we found that Gα_13_ is highly expressed in multinucleated osteoclasts, indicating a potential role for Gα_13_ in mature osteoclasts. Given the critical roles for G12 proteins in regulating cytoskeleton in fibroblasts and endothelial cells^25–28^, it would be of interest and importance to explore whether Gα_13_ regulates osteoclast cytoskeletal reorganization and function.

In the present study, we found that Gα_13_ is a RANKL-inducible G-protein that is highly expressed in multinucleated osteoclasts and plays an important feedback inhibitory role in controlling osteoclast actin ring formation and resorptive function. We found that Gα_13_ deficiency in myeloid lineage does not affect early stages of osteoclast differentiation, but enhances gene expression responsible for osteoclast fusion, resorption and cytoskeletal reorganization. The inducible Gα_13_ expression pattern in multinucleated osteoclasts may explain its stage-dependent function. Compared to the wild type (WT) cells, the Gα_13_ conditional knockout (KO) osteoclasts show super spread giant multinucleated morphology both *in vitro* and *in vivo* with rapid actin ring reorganization and increased bone resorption. Osteoclast cytoskeletal organization and resorption is a highly energy consuming process. The enhanced osteoclast function was further corroborated by highly enriched expression of genes involved in cytoskeleton, mitochondrial biogenesis and function in Gα_13_ conditional KO osteoclasts by genome wide analysis of gene expression and Gene Oncology (GO) analysis. Collectively, our findings uncovered a novel function of Gα_13_ that acts as a cytoskeletal and mitochondrial regulator to play a feedback inhibitory role in osteoclast fusion, cytoskeletal reorganization and function. Furthermore, we found that Gα_13_ expression is inversely correlated with TNF and RA disease activity, suggesting that appropriate modulation of Gα_13_ would provide an alternative strategy to control osteoclast function thereby preventing bone loss.

## Results

### Gα_13_ is a RANKL inducible gene that controls osteoclast size and resorptive function

Global deletion of Gα_13_ expression in mice leads to embryonic lethality^22,23^. Thus, to determine the role of Gα_13_ in osteoclastogenesis, we deleted *Gna13* (encoding Gα_13_) in myeloid lineage osteoclast precursors by crossing *Gα*_*13*_^*flox/flox*^ mice with *LysMcre* mice that express Cre under the control of the myeloid-specific lysozyme M promoter. We used *Gα*_*13*_^*flox/flox*^*LysMcre*(+) mice (hereafter referred to as *Gα*_*13*_^*ΔM/ΔM*^) and littermate controls with a *Gα*_*13*_^+/+^ *LysMcre*(+) genotype (hereafter referred to as wild type (WT)) in the experiments. The bone marrow derived macrophages (BMMs) were used as osteoclast precursors *in vitro*. We first examined the mRNA and protein expression levels of Gα_13_ during osteoclast differentiation induced by RANKL, a master osteoclastogenic cytokine. We observed that low Gα_13_ expression levels were maintained throughout the early stage of differentiation and were not highly induced until three days after RANKL stimulation, when the cells generally started fusion and became mature multinucleated giant osteoclasts in cultures (Fig. 1A,B). This inducible Gα_13_ expression pattern indicates its potential dominant role presumably in the late stage of osteoclast differentiation. Indeed, we found that *Gα*_*13*_^*ΔM/ΔM*^ derived BMMs formed nearly similar number of TRAP-positive multinucleated osteoclasts, but strikingly increased the average osteoclast area to approximately three times of that of the WT cells (Fig. 1C,D). The average numbers of nuclei per TRAP-positive MNC in *Gα*_*13*_^*ΔM/ΔM*^ osteoclasts were significantly greater than those in WT osteoclasts (Fig. 1D), indicating a suppressive role for Gα_13_ in cell fusion. The *Gα*_*13*_^*ΔM/ΔM*^ osteoclast area began to increase after three days of RANKL stimulation and increased more drastically after four or five days of RANKL stimulation (Fig. 1E). The super spread *Gα*_*13*_^*ΔM/ΔM*^ multinucleated osteoclasts formed F-actin rings (podosome belts) on both tissue culture plates and dentin slices (Fig. 1F) and were functional in mineral resorption (Fig. 1G). Consistent with the osteoclast area, the resorptive area generated by the *Gα*_*13*_^*ΔM/ΔM*^ cells was much larger than that by the WT osteoclasts (Fig. 1G). Notably, the super spread giant osteoclasts were also observed in the *Gα*_*13*_^*ΔM/ΔM*^ mice (Fig. 2A). Similarly as in the *in vitro* cultures, Gα_13_ deficiency did not result in different osteoclast numbers *in vivo*. Significantly, the average osteoclast size and the relative osteoclast surface to bone surface were both enhanced in the *Gα*_*13*_^*ΔM/ΔM*^ mice (Fig. 2B). We furthermore examined the serum levels of TRAP and C-terminal telopeptide of type 1 collagen (CTX-I), which are important indicators reflecting osteoclast activity *in vivo*. As shown in Fig. 2C,D, both serum TRAP and CTX-I levels were significantly elevated in the *Gα*_*13*_^*ΔM/ΔM*^ mice. We next performed microcomputed tomographic (μCT) analyses in order to examine whether the super spread *Gα*_*13*_^*ΔM/ΔM*^ osteoclasts have effects on the bone phenotype. As shown in Fig. 3, *Gα*_*13*_^*ΔM/ΔM*^ mice exhibit the osteoporotic phenotype indicated by decreased trabecular bone volume, number, bone mineral density and increased trabecular bone spacing. Taken together with the enhanced osteoclast surface and size *in vivo* in *Gα*_*13*_^*ΔM/ΔM*^ mice, these data demonstrate that the resorptive function of the super spread *Gα*_*13*_^*ΔM/ΔM*^ osteoclasts is significantly enhanced, leading to an osteoporotic bone phenotype. Collectively, our results identify a previously unrecognized role for Gα_13_ that controls the size of osteoclasts during the late stage of osteoclast differentiation. Deficiency of Gα_13_ leads to super spread morphology of multinucleated giant osteoclasts with elevated bone resorptive capacity.

**Figure 1:**
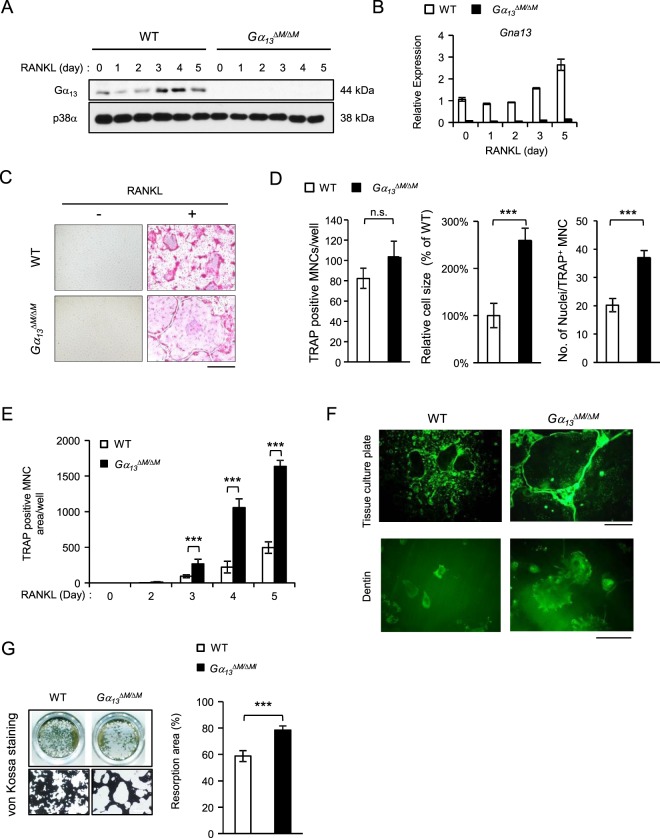
Gα_13_ is a RANKL inducible inhibitor that restrains osteoclast size and resorptive activity. (**A**) Immunoblot analysis and (**B**) quantitative real-time PCR analysis of mRNA *(Gna*13*)* expression of Gα_13_ induced by RANKL. (**C**) Osteoclast differentiation using BMMs derived from WT and *Gα*_*13*_^*ΔM/ΔM*^ mice stimulated with RANKL for five days. TRAP staining was performed and TRAP-positive multinucleated cells (MNCs) appear red in the photographs. Scale bar, 500 µm. (**D**) The number (left panel) and the relative average size (middle panel) of TRAP-positive MNCs (> = 3 nuclei per cell) per well and the average numbers of nuclei per TRAP-positive MNC (right panel) were quantified by Osteomeasure software. (**E**) Quantification of the area of TRAP positive MNCs derived from WT and *Gα*_*13*_^*ΔM/ΔM*^ at the indicated days in the presence of RANKL (40 ng/ml). (**F**) Upper panel: Actin ring formation in the cell culture plates of BMMs derived from WT and *Gα*_*13*_^*ΔM/ΔM*^ mice stimulated with RANKL for five days. Podosome belts are peripherally located. Scale bar, 500 μm. Lower panel: Actin ring formation on dentin slices of BMMs derived from WT and *Gα*_*13*_^*ΔM/ΔM*^ mice stimulated with RANKL for six days. Actin rings are peripherally or internally located. Scale bar, 100 μm. (**G**) Mineral resorption activity of MNCs derived from WT and *Gα*_*13*_^*ΔM/ΔM*^ mice. The BMMs were cultured on the calcium coated plates with RANKL for seven days. Von kossa staining was performed to detect resorptive pit areas. The representative images of whole well (upper) and 10× magnified field (lower) were shown in the left panel. Scale bars = 500 μm. Quantification of resorptive area relative to whole well area was shown in the right panel. All data are shown as mean ± S.D. ***p < 0.001, n.s., not statistically significant.

**Figure 2:**
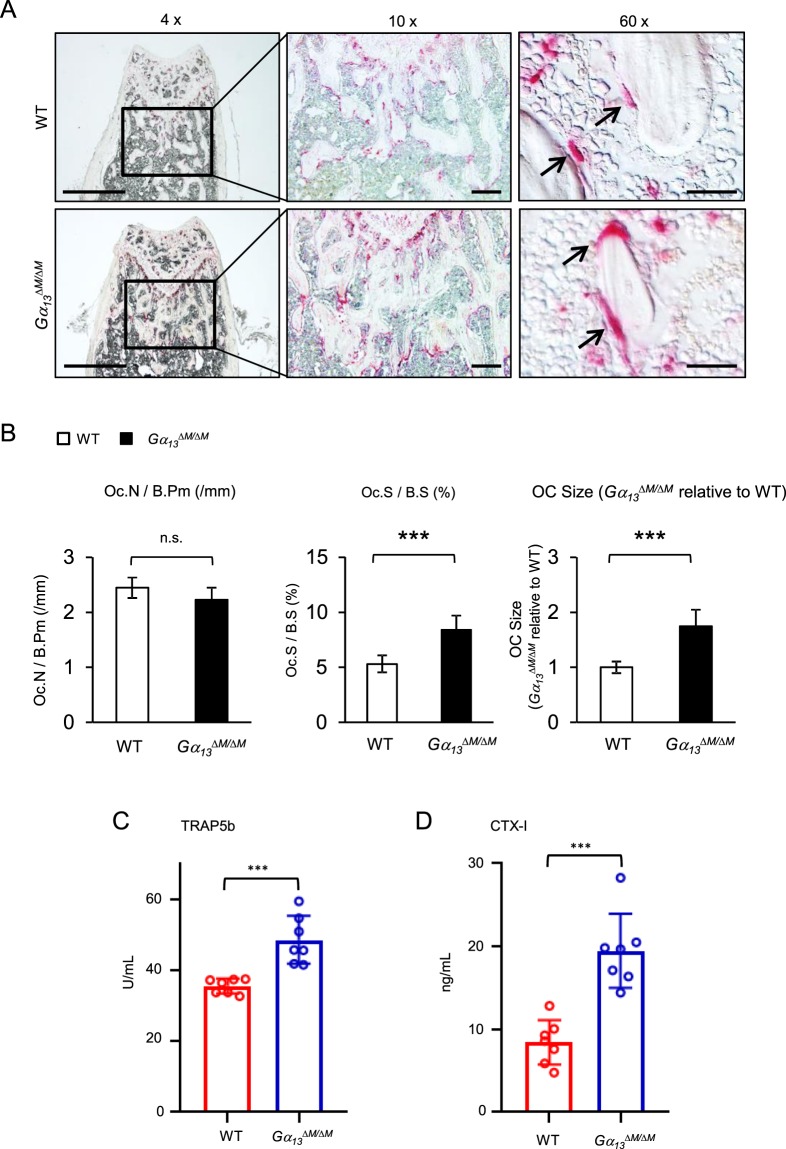
Gα_13_ deficiency increases osteoclast size but not numbers *in vivo*. TRAP staining (**A**) and histomorphometric analysis (**B**) of histological sections obtained from the metaphysis region of distal femurs of two-month-old male *Gα*_*13*_^*ΔM/ΔM*^ mice and their littermate WT control mice. Scale bars = 1 mm (4 × objective), 200 μm (10 × objective) or 20 μm (60 × objective) respectively. Oc.S/BS, osteoclast surface per bone surface; Oc. N/B.Pm, number of osteoclasts per bone perimeter. OC size, osteoclast surface divided by osteoclast number. Serum TRAP (**C**) and CTX-I (**D**) levels measured in the serums obtained from 8–12 week old age and gender both matched *Gα*_*13*_^*ΔM/ΔM*^ mice and their littermate WT control mice. n = 7. All data are shown as mean ± S.D. ***p < 0.001, n.s., not statistically significant.

**Figure 3:**
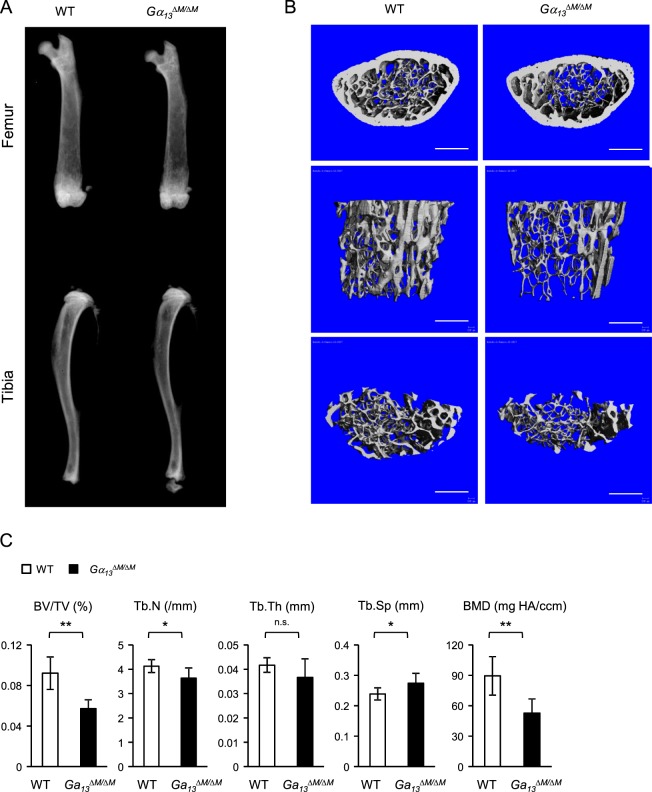
*Gα*_*13*_^*ΔM/ΔM*^ mice exhibit osteoporotic phenotype. (**A**) Radiographs of femurs and tibia, (**B**) μCT images and (**C**) bone morphometric analysis of the trabecular bone of the distal femurs isolated from two-month-old WT and *Gα*_*13*_^*ΔM/ΔM*^ male mice. Scale bar = 500 μm. n = 6 per group. All data are shown as mean ± S.D. *p < 0.05, **p < 0.01, n.s., not statistically significant. BV/TV, bone volume per tissue volume; Tb.N, trabecular number; Tb.Th, trabecular bone thickness; Tb.Sp, trabecular bone spacing, BMD, bone mineral density.

### Gα_13_ deficiency affects the expression of genes responsible for osteoclast terminal differentiation and function

We next investigated the molecular mechanisms by which Gα_13_ regulates osteoclast size and function. We first examined the expression of the genes that play key roles in osteoclast differentiation, fusion and resorptive function. Consistent with the phenotype that Gα_13_ does not significantly change osteoclast numbers, Gα_13_ deficiency did not alter the induction and expression levels of key osteoclastogenic genes induced by RANKL (Fig. 4A,B), such as *Fos* (encoding c-Fos), *Nfatc1* (encoding NFATc1) and *Prdm1* (encoding Blimp1), each of which is essential for early osteoclast differentiation. Furthermore, the early osteoclastogenic signaling pathways, such as NF-κB, MAPK and c-Fos, were activated similarly by RANKL between the WT and *Gα*_*13*_^*ΔM/ΔM*^ osteoclast precursors (data not shown). In addition, phosphorylation of AKT in response to M-CSF or RANKL was not affected by Gα_13_ (Supplementary Fig. 1). These results collectively support the phenotype that Gα_13_ does not affect early stage of osteoclast differentiation. On the other hand, the genes that control osteoclast function, such as *CTR* (encoding calcitonin receptor), *Ctsk* (encoding cathepsin K), *Acp5* (encoding TRAP) and *Itgb3* (encoding integrin β3), were significantly enhanced by RANKL in Gα13 deficient cell cultures (Fig. 4A). These findings provide a molecular basis for the enhanced bone resorptive function of Gα_13_ deficient osteoclasts. Cell fusion process regulates osteoclast size. Following this line, we found that the expression levels of the genes responsible for osteoclast fusion, *Dc-stamp* (encoding DC-STAMP) and *Atp6v0d2* (encoding ATP6v0d2), were higher in *Gα*_*13*_^*ΔM/ΔM*^ osteoclasts than WT cells (Fig. 4A). The negative regulation of these cell-cell fusion genes by Gα_13_ might be responsible, at least partially, for the super spread morphology of *Gα*_*13*_^*ΔM/ΔM*^ osteoclasts with large sizes.

**Figure 4:**
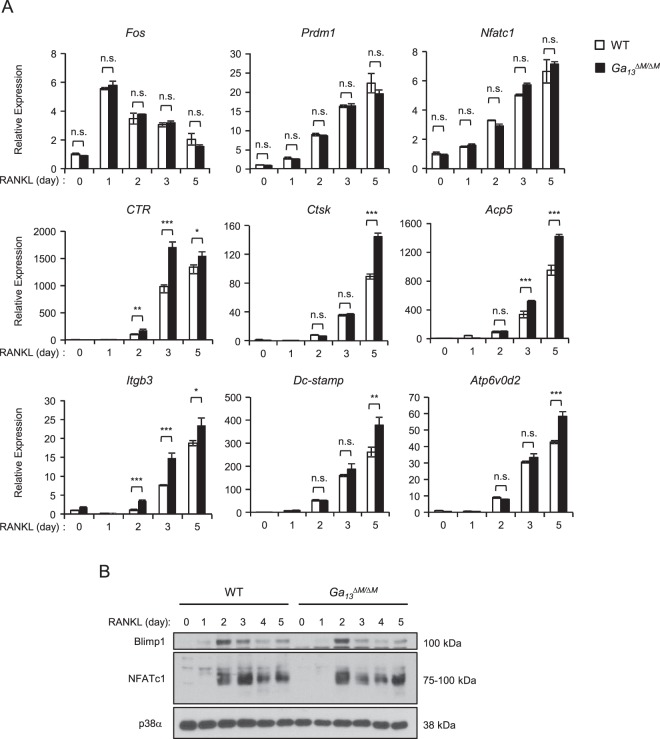
Gα_13_ selectively suppresses the expression of genes responsible for osteoclast function and fusion, but not for early differentiation. (**A**) Quantitative real-time PCR analysis of mRNA expression of *Fos (encoding c-Fos)*, *Prdm1* (encoding Blimp1), *Nfatc1* (encoding NFATc1), *CTR* (encoding calcitonin receptor), *Ctsk* (encoding cathepsin K), *Acp5* (encoding TRAP), *Itgb3* (encoding integrin β3), *Dc-stamp* (encoding DC-stamp) and *Atp6v0d2* (encoding ATP6v0d2) in WT and *Gα*_*13*_^*ΔM/ΔM*^ osteoclast cultures induced by RANKL at the indicated times. (**B**) Immunoblot analysis of the expression of Blimp1 and NFATc1 in WT and *Gα*_*13*_^*ΔM/ΔM*^ osteoclast cultures induced by RANKL at the indicated times. p38α was used as a loading control. All data are shown as mean ± S.D. *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not statistically significant.

### Gα_13_ regulates cytoskeletal reorganization in osteoclasts

In addition to gene expression, cytoskeletal reorganization, including cellular adhesion to bone surface and actin ring (podosome belt) formation to generate an isolated resorptive microenvironment (sealing zone), is essential for osteoclasts to effectively execute their bone resorbing function. Moreover, dynamic remodeling of actin cytoskeleton is critical for osteoclasts to cycle actively between resorption-migration-resorption phases on the bone surface. The integrin- or cytokine-mediated cytoskeletal organization is mainly activated via a canonical signaling pathway, which is initiated by c-Src activation. Therefore, we first examined the levels of phosphor-c-Src, an indicator of c-Src activity. To determine the role of Gα_13_ in the activation of c-Src in response to the integrin-mediated adhesion and signaling, we lifted and then re-plated WT or *Gα*_*13*_^*ΔM/ΔM*^ osteoclasts on culture dishes coated with fibronectin, which binds to cellular integrins and activates integrin-medicated signaling. We found that the phosphorylation of c-Src appeared much stronger in the *Gα*_*13*_^*ΔM/ΔM*^ cell cultures in response to adhesion than in the WT cultures, and was maintained at higher levels in the *Gα*_*13*_^*ΔM/ΔM*^ cell cultures (Fig. 5A). In addition, Pyk2 phosphorylation is critical for osteoclast adhesion, spreading and bone resorption. Phosphor-Erk and phosphor-FAK levels also play important roles in focal adhesion signaling and the regulation of osteoclast cytoskeletal reorganization^14,15,29^. Similarly as the regulation of c-Src activity, Gα_13_ deficiency significantly elevated the adhesion-induced phosphorylation levels of Pyk2, FAK and Erk (Fig. 5A). Next, we investigated whether Gα_13_ regulates the activity of Rho GTPases, the downstream effectors of these signaling pathways and central players in cytoskeleton reorganization. We found that Gα_13_ deficiency increased the GTP bound RhoA levels in response to osteoclastic adhesion (Fig. 5B), consistent with the upstream signaling enhancement. The GTP-Rac1 level was not much affected by the absence of Gα_13_ (data not shown). These results indicate that Gα_13_ is an inhibitor of RhoA activity during cytoskeletal remodeling in osteoclasts. Rho-associated kinase Rock2 is a key downstream effector of RhoA. In parallel to the changes of RhoA activity, the phosphorylation levels at S1366 of Rock2, an indicator of its activation, were enhanced by Gα_13_ deletion (Fig. 5A). These results further support an inhibitory role for Gα_13_ in controlling the RhoA-Rock2 pathway during cytoskeleton organization in osteoclasts.

**Figure 5:**
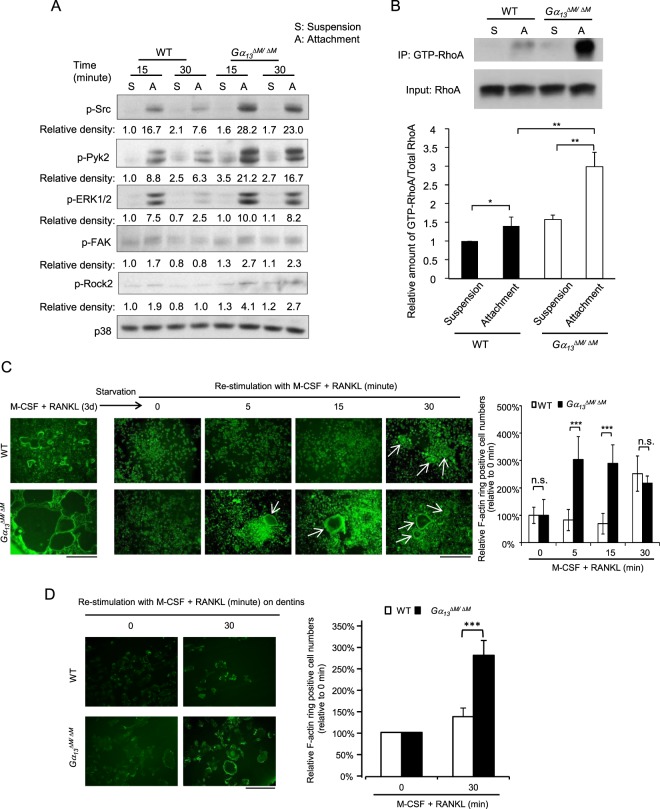
Gα_13_ plays an inhibitory role in actin cytoskeleton organization in osteoclasts. Osteoclast differentiation of WT and *Gα*_*13*_^*ΔM/ΔM*^ BMMs was induced by RANKL for three days, the cells were starved in the culture medium without FBS, M-CSF and RANKL for 5 hours, and then the cells were lifted and replated onto Fibronectin-coated dishes for 15 or 30 min (A: attachment) or left in suspension (S: suspension), followed by the immunoblot analysis (**A**) of the expression of phospho-Src (Tyr416), phospho-Pyk2 (Thy402), phospho-ERK1/2 (Thr202/Tyr204), phospho-FAK (pY397) and phospho-Rock2 (Ser1366). p38α was used as a loading control. The relative density of each band to its corresponding loading control p38 band was calculated by Image J software, and then was normalized to the WT suspension condition (the 1^st^ lane). (**B**) GTP-RhoA pulldown assay was performed using the 30 minute samples (a representative pulldown image, upper panel). The amount of GTP-bound RhoA was normalized to the total amount of RhoA (relative immunoblot band density) in cell lysates for the comparison of RhoA activity in different samples (lower panel). n = 3. Data are shown as mean ± S.D. *p < 0.05, **p < 0.01. (**C**,**D**) F-actin phalloidin staining (left panel) of non-starved cell cultures stimulated with M-CSF and RANKL for three days (C, on the tissue culture plates), or the cell cultures starved for five hours followed by re-stimulation with M-CSF and RANKL for the indicated times (C, on the tissue culture plates; D, on dentin slices). Scale bar in C, 500μm. Scale bar in D, 100 μm. Quantification of the relative numbers of F-actin ring positive cells to their corresponding time 0 condition was shown in the right panels. All data are shown as mean ± S.D. ***p < 0.001, n.s., not statistically significant.

Furthermore, we investigated whether Gα_13_ regulates dynamic remodeling of actin cytoskeleton. To address this question, we tested the cytokine-mediated actin ring re-organization of osteoclasts. The WT and *Gα*_13_^*ΔM/ΔM*^ osteoclast cultures were starved of M-CSF and RANKL. Five hours later, as expected with the knowledge of the importance of cytokine in cytoskeleton organization, the actin rings disappeared in both WT and *Gα*_*13*_^*ΔM/ΔM*^ osteoclast cultures on tissue culture plates or on dentin slices (Fig. 5C,D, time 0 after starvation). Upon re-stimulation with M-CSF and RANKL, Gα_13_ deficiency enabled the cells to reorganize the actin cytoskeleton to form actin rings within 5 minutes, which was much faster than the WT cells that needed 30 minutes (Fig. 5C). On dentin slices, reorganized actin rings formed significantly more in *Gα*_*13*_^*ΔM/ΔM*^ osteoclast cultures than in WT cultures after 30 minutes of restimulation with M-CSF and RANKL (Fig. 5D). These findings collectively indicate that Gα_13_ functions as a brake that restrains the signaling pathways mediated by Src, Pyk2, Erk, FAK and RhoA-Rock2, which are important for cytoskeleton remodeling, such as in the process of adhesion, actin reorganization and actin-ring formation. Gα_13_, a RANKL inducible inhibitor, thus plays a feedback inhibitory role in cytoskeletal reorganization in osteoclasts.

### Genome wide analysis reveals that Gα_13_ regulates key genes responsible for cytoskeleton, mitochondrial biogenesis and function

To further explore molecular mechanisms by which Gα_13_ acts on osteoclast function, we performed gene expression profiling using high throughput sequencing of RNA (RNAseq) with the WT and *Gα*_*13*_^*ΔM/ΔM*^ osteoclast precursors at baseline and the corresponding osteoclasts after RANKL stimulation for five days to identify genes regulated by Gα_13_. 

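*Gna13* itself separated the libraries by genotype. It lies on chromosome 11 from 109362794 to 109401369 (GRCm38, mm10), and its abundance was 72.9 TPM in WT precursors and 74.5 TPM in WT osteoclasts after RANKL. In *Gα*_*13*_ ΔM/ΔM cells it was 10.4 TPM at baseline and 10.9 TPM after RANKL, which is 0.146 of the WT value after RANKL (95% counting interval 0.134 to 0.16). The precursors were bone marrow derived macrophages (BMMs), obtained by 3 days of culture with M-CSF, and the osteoclasts were made from them with 40 ng/ml RANKL for 5 days. The day on which the RNA of the precursors without RANKL was taken is not stated: the paper's text calls them baseline, and its Fig. 6 legend has cells with or without RANKL for 5 days. Each of the 4 conditions had 1 library, so there were no replicates: no test was run, and a difference between libraries can come from the cultures as well as from the genotype. The authors sequenced poly-A+ RNA on the HiSeq 4000, aligned the reads to mm10 with STAR, counted them per gene with HTSeq and expressed them as TPM with edgeR. TPM are reads divided by the gene's length and scaled so that each library sums to 1000000, and the gene symbols were the same in every library. TPM values as such keep no depth. After division by 1 relative factor per library, however, the values of a gene in the 4 libraries stood in ratios of whole numbers, which gave reads for all 14351 genes above 0 in at least 2 libraries (97.48 to 98.08% of the values above 0). The tolerance was 1e-06 reads plus 3e-09 of a gene's reads and the rounding of the values at 8 decimals. These reads are the smallest whole numbers that fit, so the reads of some genes may be a multiple of them. They totalled 19647278 in WT precursors, 19950570 in WT osteoclasts, 23045036 in *Gα*_*13*_ ΔM/ΔM precursors and 20112292 in *Gα*_*13*_ ΔM/ΔM osteoclasts. Counting intervals are exact (Clopper-Pearson) intervals of the TPM ratio from these reads and cover counting error only. Log2 ratios were taken of TPM + 0.1, which understates the difference of low genes, for the 11881 genes with at least 1 TPM in at least 1 library. A gene was counted as higher or lower at a ratio of at least 1.5, the fold the methods give for the GO input. For gene lists fixed before the data were examined, the median log2 ratio was given with its binomial 95% interval and set beside the medians of 10000 random lists of the same size, matched on mean log2 TPM. This comparison describes these libraries and says nothing about other cultures.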

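After RANKL, 611 genes were at least 1.5-fold higher and 442 at least 1.5-fold lower in *Gα*_*13*_ ΔM/ΔM than in WT osteoclasts. Of the 611, 329 were also at least 1.5-fold higher with RANKL than at baseline in *Gα*_*13*_ ΔM/ΔM cells, as were 2066 of all 11881 genes. Both ratios have the library of *Gα*_*13*_ ΔM/ΔM osteoclasts on top, so part of this overlap is built in. Among genes with a mean of at least 10 TPM over the 2 libraries compared, the highest log2 ratios were those of *Gm8615*, a transcribed pseudogene (6.12), and *Stac2*, from 8.22 TPM in WT to 48.6 TPM (2.55). *Tmem64* (1.42), *Cdk5rap1* (1.18), *Tspan7*, a tetraspanin of osteoclasts (1.12), and *Asns*, asparagine synthetase (1.11), came next among protein-coding genes. The remaining 4 of the 10 highest were the small RNA genes *Snord96a*, *Mir142*, *Snord12* and *Mir6516*, which had 6 to 8 reads in WT. Next to *Gna13*, the lowest were *Apoc2* (-4.06) and *Apoe*, which encodes apolipoprotein E, from 3086 to 264 TPM (-3.55). *Thbs1*, which encodes thrombospondin 1 (-1.94), *Dmwd* (-1.39), *Gsta3*, a glutathione transferase (-1.19), and *Dmpk*, a protein kinase (-1.04), were lower as well, with the small RNA genes *Snord19*, *Mir3101* and *Mir7115*. *Kpna2*, an importin, was below that floor after RANKL, at 11.8 and 0.221 TPM (-5.21). At baseline, 413 genes were higher and 437 lower in *Gα*_*13*_ ΔM/ΔM than in WT precursors, and of the 611 genes, 122 were at least 1.5-fold higher and 94 at least 1.5-fold lower there. The highest at baseline were *Gm8615* (5.32), *Stac2* (1.49), *Ly6a* (1.43), *Snord22* (1.19) and *Ifi44*, an interferon response gene (1.16). The lowest were *Snord98*, which was listed at 0 in *Gα*_*13*_ ΔM/ΔM cells, *Kpna2* (-6.43), *Apoe* (-4.95), *Gna13* (-2.80) and *Snord34* (-1.80), while *Apoc2* was below the floor at baseline, at 18.5 and 0.285 TPM (-5.60). *Stac2* (98036623 to 98053462) and *Kpna2* (106988629 to 106999525) lie within 15 Mb of *Gna13*, and *Apoc2* and *Apoe* lie close together on chromosome 7 (19671579 to 19701310). *Dmwd* lies near them on that chromosome (19076112 to 19082778), and its log2 ratio at baseline was -0.31. In simulated libraries of this depth, 2.58% of 11282 unchanged genes passed 1.5-fold by counting alone. The counting interval of the ratio lay past 1.5-fold for 112 higher and 50 lower genes after RANKL, a count added after the data were seen.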

We next performed Gene Ontology (GO) analysis of the up-regulated genes in the RANKL stimulation condition in the *Gα*_*13*_^*ΔM/ΔM*^ osteoclasts. 

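Among genes of the cytoskeleton, differences between *Gα*_*13*_ ΔM/ΔM and WT osteoclasts after RANKL were small. Of 48 genes of actin filaments and podosomes, 33 were above 1-fold, and the median log2 ratio was 0.05 (95% interval 0.01 to 0.08), above 9637 of the 10000 matched random lists. *Cttn*, which encodes the podosome protein cortactin, was the 1 member at least 1.5-fold higher, from 20.3 to 33.4 TPM (TPM ratio 1.65, counting interval 1.42 to 1.91), and *Capg*, an actin-capping protein, had a ratio of 1.2 (1.17 to 1.23). *Actb*, the member with the most TPM, was at 4008 TPM in WT and 4074 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts. *Actg1* was the 1 member at least 1.5-fold lower, but it had only 5 reads in WT, and its interval held 1 (0.0916 to 3.03). Of 35 integrin and focal adhesion genes, 21 were above 1-fold, with a median of 0.04 (-0.06 to 0.13), above 9476 random lists. The integrin *Itgax* was highest (TPM ratio 1.6, 1.39 to 1.84), *Itgav*, which pairs with *Itgb3* and was picked after its values were seen, stood at 1.33 (1.26 to 1.41), and *Src*, a kinase of the sealing zone, at 1.3 (1.23 to 1.36). *Tns1*, which encodes tensin 1, was lowest (0.752, 0.713 to 0.793), and *Ptk2*, which encodes FAK, was at 0.883 (0.793 to 0.983). Of 34 microtubule genes, 23 were above 1-fold, with a median of 0.09 (-0.00 to 0.15), above 9972 random lists. *Tubb6* was the highest of them (1.4, 1.35 to 1.46) and *Mapre3* the lowest (0.671, 0.532 to 0.844). Over the 117 genes of these lists together, the median was 0.05 (0.02 to 0.08) after RANKL, above 9995 random lists, and 0.01 (-0.02 to 0.04) at baseline. The actin list had a percentile of 96.4 among the random lists, and of 98.95 when these were matched on transcript length too.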

Consistent with the phenotype of the enhanced ability of *Gα*_*13*_^*ΔM/ΔM*^ osteoclasts for adhesion and actin ring organization, GO analysis revealed highly significant upregulation of genes involved in cytoskeleton, ruffle and adhesion (Fig. 6A). 

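Of the genes in Supplementary Table 1, 299 had at least 1 TPM in at least 1 library, and all 299 had a TPM ratio of *Gα*_*13*_ ΔM/ΔM to WT above 1 after RANKL. The ratios ran from 1.101 to 2.45 with a median of 1.19, and 139 genes reached 1.2 and 23 reached 1.5 (20 as TPM + 0.1). The study chose this list on these libraries, so its direction is not independent evidence. The counting interval lay above 1 for 203 of the genes. Among members with a mean of at least 10 TPM, the highest were *Tpt1*, which encodes a tubulin-binding protein (ratio 1.89, 1.6 to 2.22; 29.6 TPM in WT and higher at baseline too, log2 ratio 0.61), and *Arap3*, a GTPase-activating protein for Arf and Rho (1.76, 1.65 to 1.88). *Gja1*, the gap junction protein connexin 43, stood at 1.7 (1.46 to 1.98), *Cav1*, caveolin 1, at 1.67 (1.5 to 1.86) and *Cd9*, a tetraspanin, at 1.65 (1.55 to 1.77). The lowest were *Lrif1*, *Aurka*, *Rmdn1*, *Lims1* and *Abi1*, and the intervals of *Lrif1* (0.984 to 1.23), *Aurka* (0.953 to 1.27) and *Rmdn1* (0.931 to 1.3) held 1. *Git1* encodes an adaptor protein of focal adhesions and lies on chromosome 11 from 77493288 to 77507774. It was at 94.8 TPM in WT and 119 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts (ratio 1.252, 1.19 to 1.31), and its log2 ratio at baseline was -0.09. *Itgb3*, on chromosome 11 from 104608000 to 104670476, was at 114 TPM in WT and 134 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts (ratio 1.17, 1.13 to 1.21). At baseline it was at 6.27 and 7.9 TPM, and it lies 4.75 Mb from *Gna13*. In the precursors, 165 of the 299 genes were above 1 and their median ratio was 1.01. Among all genes analysed, 2940 were at least 1.1-fold higher and 2852 at least 1.1-fold lower in *Gα*_*13*_ ΔM/ΔM osteoclasts, counts added after the data were seen.

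**Figure D1:**
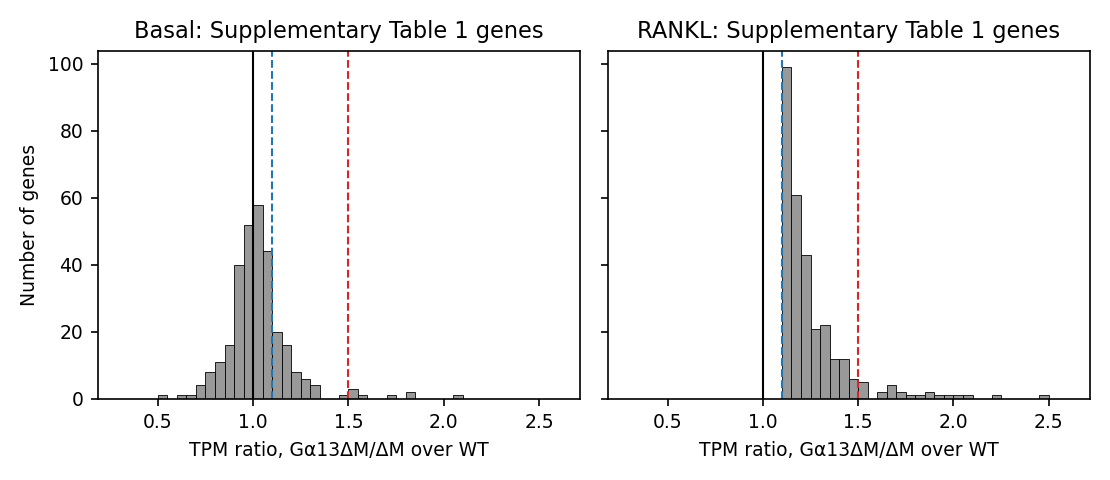
Number of the 299 measured genes of Supplementary Table 1 (vertical axis) by TPM ratio of *Gα*_*13*_ ΔM/ΔM over WT (horizontal axis, bins of 0.05), at baseline on the left and after RANKL on the right. The black line marks a ratio of 1, the blue dashed line 1.1 and the red dashed line 1.5, and after RANKL every gene lies at or above the blue line.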

We further extracted the gene expression values and found that 307 cytoskeleton-related genes (Fig. 6B, Supplementary Table 1), including *GIT1 and Itgb3*, were significantly elevated by Gα_13_ deficiency. These genome wide analysis data provided another important piece of evidence for the regulatory role of Gα_13_ in cytoskeleton reorganization. The profound effect of Gα_13_ on the cytoskeleton gene expression indicates that Gα_13_ likely functions as a central cytoskeleton regulator. As expected, the genes in charge of osteoclast differentiation, such as *Nfatc1*, *Fos*, *Prdm1*, were not affected by Gα_13_ deficiency (data not shown).

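*Nfatc1*, which encodes the transcription factor NFATc1, was at 110.0 TPM in WT and 126 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts after RANKL (TPM ratio 1.15, counting interval 1.11 to 1.19). *Fos* was at 71.4 and 72.2 TPM (1.01, 0.936 to 1.09), and *Prdm1*, which encodes Blimp1, at 31.5 and 39.9 TPM (1.27, 1.15 to 1.4). Their log2 ratios of RANKL over baseline were 1.76 in WT and 1.95 in *Gα*_*13*_ ΔM/ΔM cells for *Nfatc1*, 0.61 and 0.53 for *Fos*, and 3.26 and 3.74 for *Prdm1*. Of 18 transcription factors and receptors of early differentiation, these included, 9 were above 1-fold and 9 below, with a median log2 ratio of -0.04 (-0.16 to 0.20), above 1791 of the random lists. *Jdp2* was the highest of them (0.46), and *Fosl1*, with 7 reads in WT, the lowest (-0.65). Genes of the mature osteoclast differed more. Of 18 resorption genes, 15 were above 1-fold after RANKL and 2 reached 1.5, with a median of 0.35 (0.23 to 0.50), above all of the random lists, and their median was 0.00 at baseline. *Ctsk*, which encodes cathepsin K, was at 8639.8 TPM in WT and 13109.7 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts (1.52, 1.51 to 1.53), and *Acp5*, which encodes TRAP, at 6877 and 10166 TPM (1.48, 1.47 to 1.49). The ratio was 1.76 for *Tm4sf19*, 1.29 for *Mmp9* and 1.27 for *Calcr*, the calcitonin receptor gene, which was listed at 0 in both precursor libraries. *Trem2* was the lowest (0.847, 0.805 to 0.891). Of 11 fusion genes, 9 were above 1-fold and 3 reached 1.5, with a median of 0.20 (-0.12 to 0.72). Among them were *Dcstamp* (145 and 222 TPM; 1.54, 1.43 to 1.65) and *Atp6v0d2* (927 and 1304 TPM; 1.41, 1.38 to 1.43). Subunits of the V-type ATPase, the proton pump of the resorbing cell, were above 1-fold in 15 of 17 genes, with a median of 0.23 (0.11 to 0.26). Markers of macrophages, the starting cells, stood on the other side, with 16 of 20 below 1-fold and a median of -0.15 (-0.25 to -0.02). With RANKL over baseline in WT, however, 12 of these 20 were above 1-fold, with a median of 0.41 (-0.18 to 0.60). The list did not fall with RANKL, so its lower values do not show fewer starting cells.

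**Figure D2:**
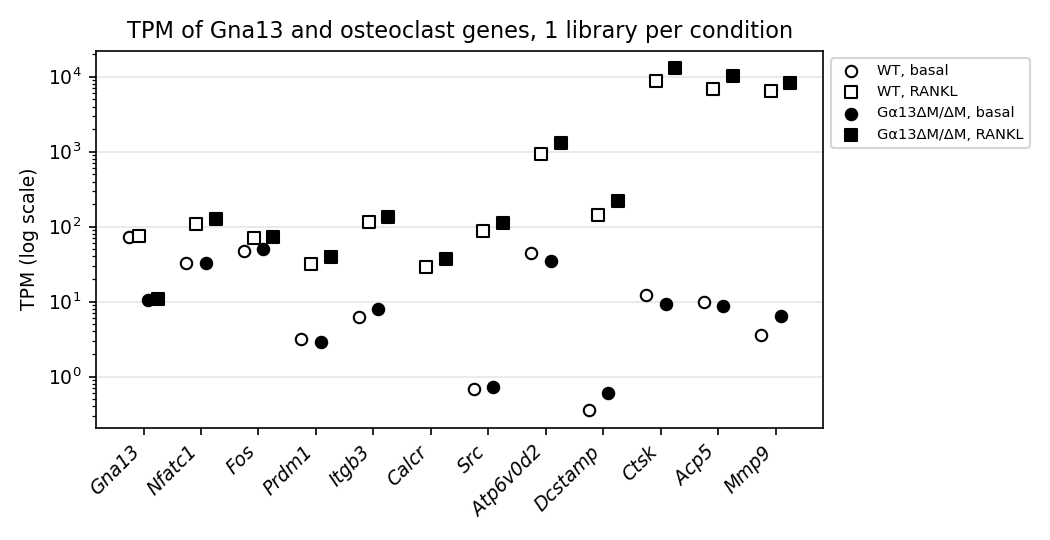
TPM (vertical axis, log scale) of *Gna13* and of osteoclast genes in the 4 libraries, 1 point per library. Circles are precursors at baseline, squares are osteoclasts after RANKL, open symbols are WT and filled symbols *Gα*_*13*_ ΔM/ΔM; *Calcr*, listed at 0 at baseline, has no circles. For *Gna13* the open symbols lie above the filled ones, and for each other gene with circles the squares lie above them.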

**Figure 6:**
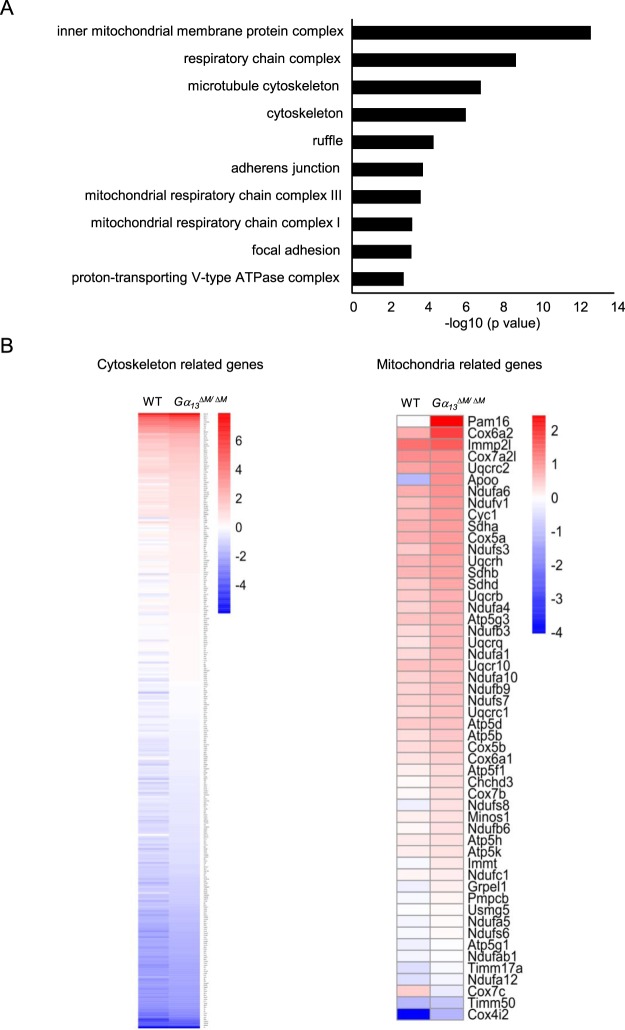
Genome wide analysis shows that Gα_13_ selectively restrains the cytoskeleton and mitochondrial gene expression in osteoclasts. RNA sequencing was performed using the mRNAs extracted from the WT and *Gα*_*13*_^*ΔM/ΔM*^ BMMs stimulated with or without RANKL for five days. (**A**) Gene ontology analysis of RANKL-induced and Gα_13_ deficiency-enhanced genes performed by PANTHER classification system. (**B**) RNAseq–based expression heat map of the RANKL-induced cytoskeleton related genes (Left panel) and mitochondria related genes (Right panel) regulated by Gα_13_ deficiency. The log2 values of the fold changes of TPMs (RANKL condition relative to the non-stimulation control) are shown in the heat map.

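The genes of Supplementary Table 1 did not move one way with RANKL. Their median log2 TPM ratio of RANKL over baseline was -0.44 (-0.59 to -0.32) in WT and -0.19 (-0.31 to -0.04) in *Gα*_*13*_ ΔM/ΔM cells. In WT, 93 of the genes were above 1-fold, with 45 at least 1.5-fold higher and 133 at least 1.5-fold lower, and in *Gα*_*13*_ ΔM/ΔM cells 131 were above 1-fold, with 55 and 103. The log2 ratio was larger in *Gα*_*13*_ ΔM/ΔM cells for 275 of the genes, a list that the study chose on these libraries. *Git1* had a ratio of 0.53 in WT and 0.94 in *Gα*_*13*_ ΔM/ΔM cells, and *Itgb3*, which is induced in osteoclasts, had 4.16 and 4.06. Over 81 genes of the respiratory chain and ATP synthase, the median was 0.28 (0.17 to 0.38) in WT and 0.45 (0.36 to 0.57) in *Gα*_*13*_ ΔM/ΔM cells, and 74 of them had the larger ratio in *Gα*_*13*_ ΔM/ΔM cells. Of all genes analysed, 2028 were at least 1.5-fold higher and 2607 lower with RANKL in WT, and 2066 and 2552 in *Gα*_*13*_ ΔM/ΔM cells. The ratio of RANKL over baseline was at least 1.5-fold larger in *Gα*_*13*_ ΔM/ΔM than in WT cells for 855 genes and at least 1.5-fold smaller for 578. The largest ratios in WT were those of *Mmp9*, a matrix metalloproteinase, at 10.79, *Mt3*, a metallothionein, at 10.18 and *Oscar*, an osteoclast receptor, at 9.91, next to *Ctsk* and *Acp5*. All of these but *Mt3* are in the list of resorption genes. The lowest were *Angptl2* (-7.00), *Nes* (-6.44), *Nanos1* (-6.20), *Id1* (-5.86) and *Hmga2* (-4.80). The median log2 ratio of all genes analysed was -0.09 in WT and -0.10 in *Gα*_*13*_ ΔM/ΔM cells in the values as deposited, and 0.01 in both after median-ratio scaling of the libraries. With that scaling, 2344 genes were at least 1.5-fold higher and 2180 lower with RANKL in WT, and 2423 and 2099 in *Gα*_*13*_ ΔM/ΔM cells, so which side has more genes depends on the scaling.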

Surprisingly, we found that the most enriched gene sets were involved in mitochondrial structural complex and mitochondrial respiratory chain complexes in Gα_13_ deficient osteoclasts (Fig. 6A), indicating a negative regulation of mitochondrial biogenesis and function by Gα_13_. 

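Nuclear genes of the respiratory chain were higher in *Gα*_*13*_ ΔM/ΔM than in WT osteoclasts by a small amount. After RANKL, 77 of 81 genes were above 1-fold, and their median log2 ratio was 0.17 (0.13 to 0.19), above all of the 10000 matched random lists. The counting interval of the ratio lay above 1 for 54 of the genes and below 1 for 1 gene, while 5 genes were at least 1.5-fold higher and 1 at least 1.5-fold lower. At baseline the median was -0.01 (-0.04 to 0.01). By complex, the median after RANKL was 0.12 (0.09 to 0.19) for 35 subunits of complex I, which oxidises NADH, with 32 above 1-fold. It was 0.16 for 4 subunits of complex II, succinate dehydrogenase, and 0.22 (0.14 to 0.50) for 10 genes of complex III with cytochrome c, all above 1-fold. For 15 genes of complex IV, cytochrome c oxidase, all above 1-fold, it was 0.21 (0.16 to 0.30), and for 17 ATP synthase genes 0.16 (0.09 to 0.21), with 16 above 1-fold. Genes of inner membrane import and cristae organisation had a median of 0.14 (0.02 to 0.24), and 19 of 25 were above 1-fold. Mitochondrial ribosomal proteins stood at 0.08 (0.04 to 0.11; 59 of 76 above 1-fold) and enzymes of the tricarboxylic acid cycle at 0.15 (0.06 to 0.23; 13 of 17). The mitochondrial list of these with the lowest rank was complex II, above 9531 of its random lists. Such ranks were not particular to mitochondrial genes. Cell cycle genes (median 0.18) and V-type ATPase subunits (0.23) also lay above all of their random lists, and glycolysis enzymes (0.19) above 9998. Genes of the Gα_13_ pathway lay above 7343 and those of early differentiation above 1791. Macrophage markers were mostly lower in the same comparison, with *Mrc1*, the mannose receptor gene, lowest (-0.47) and *Cx3cr1*, a chemokine receptor gene, highest (0.44). From the enrichment of mitochondrial and respiratory chain gene sets in the GO analysis, the paper reasons that Gα_13_ acts negatively on mitochondrial biogenesis and function. It adds quantitative PCR of such genes (Fig. 7A) and a higher mitochondrial DNA content (Fig. 7B), which was not measured here.

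**Figure D3:**
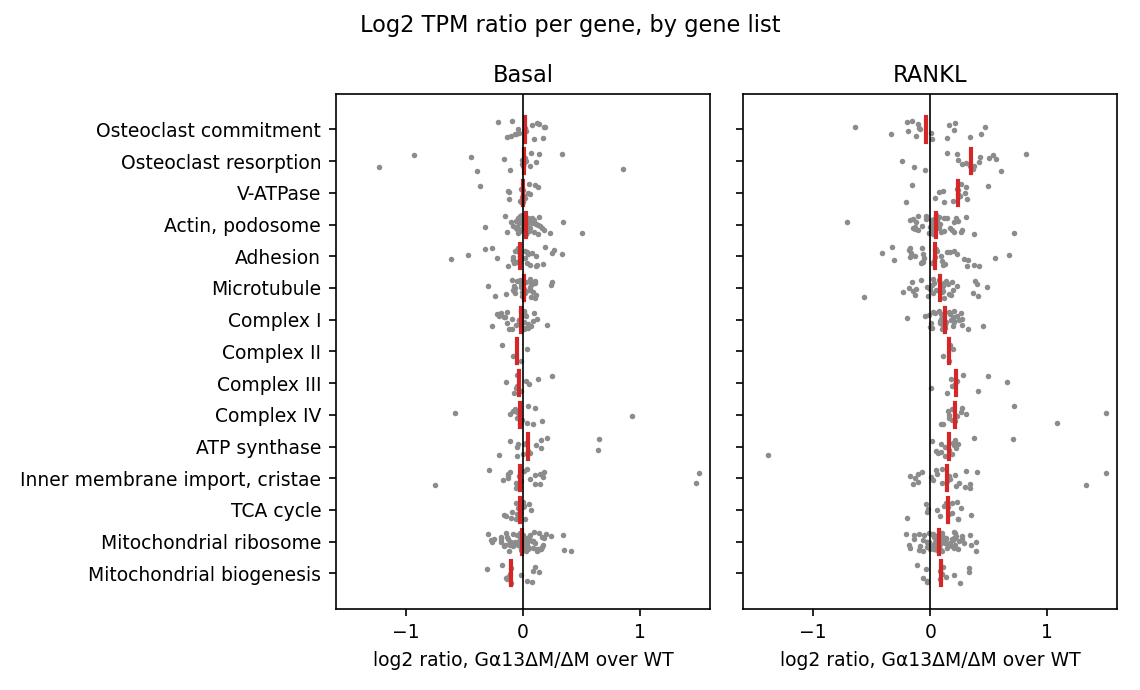
Log2 TPM ratio of *Gα*_*13*_ ΔM/ΔM over WT (horizontal axis) of each gene (grey points) in 15 lists, at baseline on the left and after RANKL on the right, with the median of each list as a red bar and a ratio of 1 as the black line. The 1 point at baseline and the 2 points after RANKL beyond 1.5 are drawn at the axis end. After RANKL the red bars of the respiratory chain lists lie to the right of the line, and at baseline they lie near it.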

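Most mitochondrial genes with many reads differed between *Gα*_*13*_ ΔM/ΔM and WT osteoclasts by less than 1.5-fold. After RANKL, *Cox7a2l*, which encodes a subunit linked to respiratory supercomplexes, was at 675 TPM in WT and 783 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts (TPM ratio 1.16, counting interval 1.12 to 1.2). The complex I genes *Ndufs3*, *Ndufv1* and *Ndufs1* had ratios of 1.17 (1.04 to 1.32), 1.13 (1.05 to 1.2) and 1.06 (0.99 to 1.13). *Atp5o*, an ATP synthase subunit, stood at 1.07 (1.01 to 1.13) and *Atp5b*, the member of the ATP synthase list with the most TPM, at 1.18 (1.15 to 1.2). *Uqcrb* of complex III (1.41, 1.21 to 1.64) and *Ndufa12* of complex I (1.37, 1.19 to 1.57) were among the highest, and *Ndufb11* was the lowest complex I gene (0.872, 0.804 to 0.947). *Cox7a1*, the heart and muscle isoform of a complex IV subunit, picked after its values were seen, was at 33.1 and 54.4 TPM, with 106 reads in WT (1.64, 1.28 to 2.11). The other genes at least 1.5-fold higher had few reads. *Cycs*, which encodes cytochrome c, was at 1.38 and 2.24 TPM, with 37 reads in WT (1.62, 1.06 to 2.51), and at 1.59 and 1.42 TPM at baseline. Whether reads that align to more than 1 place were counted is not stated in the paper's text. *Apoo*, which encodes a subunit of the complex that shapes cristae, was at 1.36 and 3.57 TPM, with 15 reads in WT (2.62, 1.42 to 5.11), and was lower in *Gα*_*13*_ ΔM/ΔM than in WT cells at baseline (log2 ratio -0.76). *Cox6a2* (2.13, 1.19 to 3.96) and *Cox4i2* (4.92, 1.05 to 46.2), both tissue-restricted subunits of complex IV, had 18 and 2 reads in WT, and *Usmg5* of ATP synthase had 21 and an interval that held 1 (0.928 to 2.96). *Pam16*, part of the import motor, was listed at 0 in WT and at 2.04 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts, which allows no fold at its read number (lower bound 0.901). *Atp5l* was the 1 gene of these lists at least 1.5-fold lower, with 11 reads in WT (0.358, 0.083 to 1.21).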

We extracted these genes from the RNA-seq data and confirmed 51 mitochondrial related genes (Figs 6B, 7A) that were highly enhanced in the *Gα*_*13*_^*ΔM/ΔM*^ osteoclasts. These findings obtained from genome wide analysis highlight an exciting and promising novel regulatory network in osteoclasts mediated by Gα_13_ on mitochondrial regulation. Since osteoclast resorption is a highly energy consuming process, the enhanced osteoclast activities in the absence of Gα_13_, including cytoskeleton organization, remodeling and resorption, would require and be supported by increased energy supply from mitochondria. While we were preparing our manuscript, the Zou and Teitelbaum group showed that mitochondria mediated cytoskeleton organization contributes to osteoclast resorptive function^30^. In osteoclasts, we also found that Gα_13_ deficiency enhanced mitochondrial DNA content (Fig. 7B), reflecting an increase in mitochondrial biogenesis. These results, together with the enhanced expression of genes for controlling mitochondrial biogenesis and oxidative phosphorylation in the *Gα*_*13*_^*ΔM/ΔM*^ osteoclasts (Figs 6B, 7A), indicate that Gα_13_ might suppress mitochondrial biogenesis and function, which provide energy supply in osteoclasts. 

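Known regulators of mitochondrial biogenesis differed little between the genotypes in the sequenced osteoclasts. After RANKL, *Nrf1*, a transcription factor for nuclear genes of the respiratory chain on chromosome 6 from 30047985 to 30153458, was at 13.5 TPM in WT and 12.9 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts (TPM ratio 0.955, counting interval 0.853 to 1.07). *Tfam*, which encodes the factor that packs and transcribes mitochondrial DNA, on chromosome 10 from 71225468 to 71238328, was at 15.5 and 15.2 TPM (0.982, 0.868 to 1.11). *Ppargc1b*, which encodes the coactivator PGC-1β, was at 3.15 TPM in WT precursors, 19.5 TPM in WT osteoclasts and 23.3 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts (1.19, 1.07 to 1.33). Ranked by the log2 ratio of TPM + 0.1, *Peo1*, the mitochondrial DNA helicase gene, was the highest of the list (TPM ratio 1.26, 1.06 to 1.51). By the same ranking *Polg*, the mitochondrial DNA polymerase gene, was the lowest (0.924, 0.839 to 1.02). *Gabpa*, another activator of nuclear mitochondrial genes, stood at 1.08 (1.01 to 1.15). Over the 14 regulators measured, 9 were above 1-fold and none reached 1.5. The median log2 ratio was 0.09 (-0.04 to 0.26) after RANKL, above 9605 of the random lists, and -0.10 (-0.14 to 0.08) at baseline. The log2 ratio of RANKL over baseline was larger in *Gα*_*13*_ ΔM/ΔM than in WT cells for 12 of the 14. The median difference was 0.21 (0.00 to 0.27), above 9949 of the random lists. Genes of the mitochondrial genome have no symbol among those in the libraries, so their transcripts were not analysed here.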

Our findings are corroborated by a recent study demonstrating that Gα_13_ negatively regulates mitochondrial gene expression and function in muscle cells^31^. These results together suggest a novel function for Gα_13_ in the regulation of mitochondria in different cell types. Since mitochondria-provided energy is essential for every cellular function, there is a technical limitation to suppress mitochondrial function while without affecting cellular activity. Thus, we cannot exclude the possibility that the enhanced mitochondrial gene expression is an associated phenomenon along with the enhanced osteoclast function in the Gα_13_ deficient osteoclasts. Nonetheless, although it is unclear whether the regulation is direct or indirectly associated, our results at least indicate that the genes related with mitochondrial biogenesis and function are regulated by Gα_13_.

**Figure 7:**
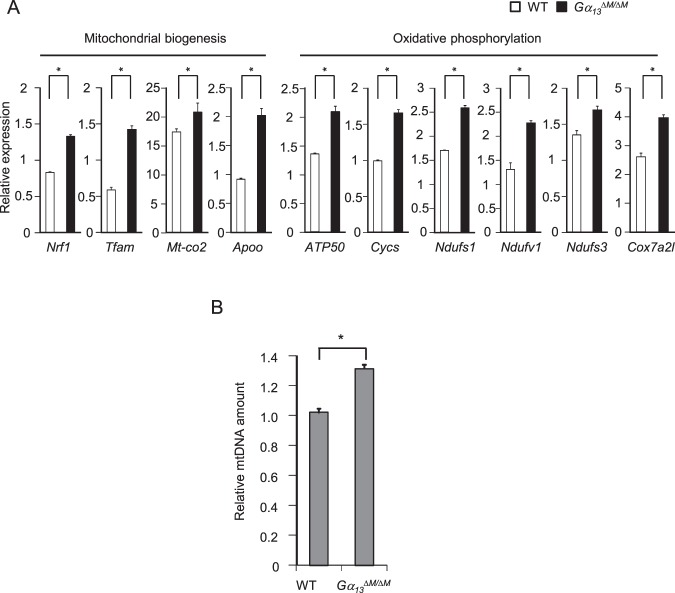
Gα_13_ regulates mitochondrial biogenesis and function and contributes to mitochondrial-mediated actin organization in osteoclasts. (**A**) Quantitative real-time PCR analysis of gene expression responsible for mitochondrial biogenesis and oxidative phosphorylation. (**B**) Relative mitochondrial DNA (mtDNA) amount to chromatin DNA amount. The amount of mitochondrial/chromosol DNA was measured by qPCR analysis for the Cytb gene and Hes1 gene loci using total DNA isolated from the osteoclasts stimulated by RANKL for four days. All data are shown as mean ± S.D. **p < 0.001, n.s., not statistically significant.

### Gα_13_ expression is down-regulated in RA and inversely correlated with RA activity

Having established that Gα_13_ negatively regulates osteoclast resorptive function, we wished to examine whether Gα_13_ expression levels are altered in the RA disease, in which excessive osteoclastic bone resorption is a hallmark of the characteristic pathogenesis of the disease. Similarly as in the mouse system, Gα_13_ expression was highly induced in the human osteoclast precursors derived from CD14(+) peripheral blood monocytes (PBMCs) after a few days of RANKL stimulation (Supplementary Fig. 2). Strikingly, Gα_13_ expression level was decreased in the CD14(+) PBMCs isolated from RA patients compared to healthy donors (Fig. 8A). Our findings suggest that the down-regulated Gα_13_ expression in RA cells can result in the loss of a constraint on osteoclast function based on our data from mouse cells and that this effect could contribute to the pathogenic mechanism mediated by Gα_13_ in the inflammatory bone resorption. Given the importance of TNF in the pathogenesis of RA and the resounding success of TNF blockade therapy (TNFi) in the treatment of RA, we first examined the Gα_13_ effect on the TNF-mediated inflammatory osteoclast formation. In inflammatory conditions, TNF often acts in synergy with RANKL to promote osteoclastogenesis. To mimic the *in vivo* condition, we treated the BMMs with TNF in the presence of RANKL, and found that Gα_13_ deletion also significantly promoted the areas of the TRAP (+) multinucleated osteoclasts (Supplementary Fig. 3), indicating that Gα_13_ plays an inhibitory role in controlling osteoclast spreading in TNF-mediated inflammatory conditions. Furthermore, TNF blockade therapy of RA patients with a humanized antibody that specifically blocks TNF activity (Enbrel) strikingly elevated Gα_13_ expression levels in the PBMCs after one or two month-treatment (Fig. 8B). Moreover, the therapeutic reduction of TNF activity by TNFi significantly increased Gα_13_ expression levels in each individual RA patient after TNFi treatment (Fig. 8C). TNFi therapy decreases TNF activity in the pathogenesis of RA. Therefore, Gα_13_ expression levels were negatively correlated with TNF activity in RA. In parallel, TNFi significantly decreased the osteoclast areas of PBMCs (Fig. 8D). Further statistical analysis revealed a strong inverse correlation (Pearson’s r = −0.653) between the levels of Gα_13_ expression and the sizes of osteoclasts formed in RA PBMC cell cultures (Fig. 8D). Given the feedback effect of Gα_13_ on osteoclast resorptive function, these findings support the idea that low Gα_13_ levels in RA contribute to the pathologic osteoclastic bone erosion. Gα_13_ expression levels are inversely correlated with the RA disease activity and thus could be a predictor of both osteoclast function and disease activity of RA.

**Figure 8:**
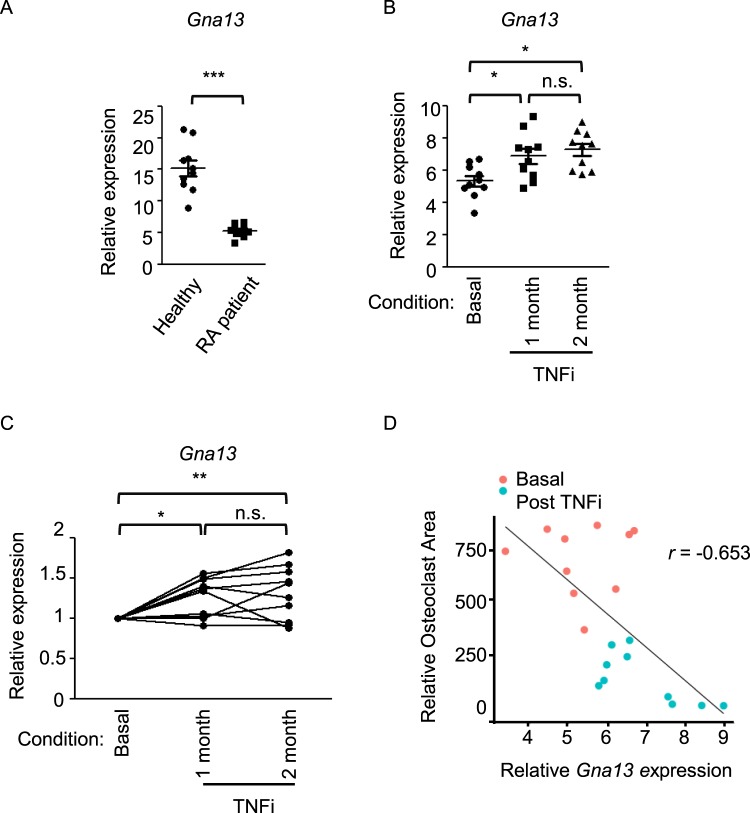
The expression levels of human Gα_13_ are strongly correlated with RA disease. (**A**) Quantitative real-time PCR analysis of human Gα_13_ (Gna13) expression in PBMCs isolated from healthy donors and RA patients. n = 10 for each group. Data are mean ± SEM. (**B**) Quantitative real-time PCR analysis of Gna13 expression in PBMCs isolated from RA patients before (basal level) and after TNFi therapy (Enbrel) for 1 and 2 months. (**C**) Quantitative real-time PCR analysis of the relative expression of Gna13 in PBMCs isolated from the same RA patient prior and after TNFi (Enbrel) for 1 and 2 months. Results were normalized to prior TNFi condition (basal) for each individual patient. (**D**) Scatter plot showing significant inverse correlation between the RA Gna13 expression levels and relative TRAP-positive osteoclast area in the cell cultures of RA CD14-positive PBMC-derived macrophages treated with RANKL (100 ng/ml) for five days. Each dot represents an RA patient in the indicated conditions. Plot was generated by ggplot2 statistical plotting package. Pearson’s r = −0.653. *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not statistically significant.

## Discussion

The adult skeleton undergoes constant and dynamic remodeling to maintain bone homeostasis, which is tightly regulated by osteoclast-mediated bone resorption and osteoblast/osteocyte-mediated bone formation^17,32,33^. This tightly-regulated balance is disrupted in the chronic inflammation and disease settings such as found in RA and periodontitis, which are some of the most common pathological conditions associated with bone loss. The balance disruption leads to excessive bone resorption and suppressed bone formation^1,3,4^. Clinical inhibition of osteoclast differentiation suppresses osteoclastic resorption, but meanwhile it often reduces osteoclast abundance. This pathological change dampens normal bone remodeling, resulting in insufficient bone formation in multiple disease settings. Recent evidence shows the importance of appropriate maintenance of osteoclast abundance in balancing bone remodeling and stimulating new bone formation^16–19^. Thus, it comes under the spotlight to investigate how to control osteoclast function, which has not been fully understood. In this study, we identify a previously unrecognized role for Gα_13_ in inhibition of osteoclast function. Gα_13_ is selectively highly expressed in multinucleated osteoclasts during osteoclastogenesis. Gα_13_ functions as a brake that restrains the signaling pathways and gene expression to control the ability of osteoclasts in fusion, adhesion, cytoskeletal remodeling and resorption. Deficiency of Gα_13_ leads to an osteoporotic bone phenotype attributed to super spread osteoclasts with enhanced bone resorptive function. Gα_13_ deletion does not affect osteoblast numbers and surfaces in mice (Supplementary Fig. 4). The close correlation between Gα_13_ expression levels, TNF activity and RA disease activity in RA patients suggest that the Gα_13_-pathway represents an attractive therapeutic target to prevent bone destruction in inflammatory diseases associated with excessive bone erosion.

Osteoclast cytoskeleton organization and remodeling, mainly reflected by actin ring and ruffled border formation, is crucial for the osteoclast bone resorptive ability. The defects in the canonical signaling pathways that positively regulate cytoskeleton organization, such as c-Src or Pyk2 deletion, often lead to abnormal actin ring assembly in osteoclasts with contracted morphology and low ability to resorb bone^12–15^. In contrast to these well-studied positive regulatory signals, the feedback regulatory mechanisms involved in cytoskeleton organization and osteoclast function remain poorly understood. The present study identifies Gα_13_ as a newly identified negative regulator of osteoclast cytoskeleton organization and function. Gα_13_ is a RANKL inducible inhibitor that generally reaches high expression levels after RANKL stimulation for a few days, but has marginal expression at early stage of differentiation before three days. The unique expression pattern of Gα_13_ could explain its minimal effects on osteoclast differentiation.

Deletion of Gα_13_ leads to enlarged super spread osteoclasts both *in vitro* and *in vivo*. These Gα_13_ deficient osteoclasts have comparable survivability to WT cells (data not shown), but their abilities of fusion, adhesion, cytoskeleton organization and resorption are significantly enhanced. The underlying mechanisms include the negative regulation of gene expression that is in charge of cell-cell fusion and osteoclast function, c-Src, Pyk2, Erk and FAK mediated signaling and downstream activation of RhoA and ROCK2, as well as a unique mitochondrial regulation by Gα_13_. Thus, the profound regulation of cytoskeleton by Gα_13_ places Gα_13_ in a central knot in the regulatory network mediating osteoclast function. Osteoclasts execute high energy-consuming activities, such as cellular adhesion, migration and bone resorption, all of which require appropriate cytoskeleton organization. To support sufficient energy consumption for these cellular activities, osteoclasts are a mitochondria-rich cell type. Thus, mitochondrial regulation would presumably affect cytoskeleton organization. Indeed, evidence^30^ show that inhibition of mitochondrial function for a short period in osteoclasts almost completely disrupts actin ring structure. In this study, we identified the genome wide regulation of genes involved in mitochondrial biogenesis and function by Gα_13_ in osteoclasts. This Gα_13_ mediated regulation of mitochondria is also observed in muscle cells^31^. Gα_13_ mediated mitochondrial function might contribute to the mechanisms by which Gα_13_ restrains osteoclast cytoskeleton organization and function. It is however a puzzle how exactly Gα13 modulates gene expression in mitochondria. Conversely, cytoskeletal organization can influence mitochondrial network structure and function in certain cells, for example, mitochondria move along microtubules or actin filaments and actin filaments help determine the locations of mitochondria in neurons^34^. Thus, it seems that there is a cross-regulation between mitochondria and cytoskeleton. Although the mechanisms of the bi-directional regulation remain less understood, it is possible that the unique cytoskeletal structure in osteoclasts could regulate mitochondrial distribution and function. These interesting questions have not been explored and future studies would address whether and how mitochondria and cytoskeleton cross talk with each other. Overall, the findings from our genome wide study and another group^31^ indicate a novel function of Gα_13_ that contributes to the regulatory network of mitochondria and open a new avenue to study the biological significance and underlying mechanisms by which Gα_13_ regulates mitochondria and cytoskeleton.

As a G-protein, Gα_13_ can act through small Rho GTPases, such as Rac or RhoA, depending on cell types^20,25^. In osteoclasts, we found that Gα_13_ functions through RhoA to further act on downstream Rock2. The Gα_13_ mediated regulation of the RhoA-Rock2 pathway was also observed in muscle cells^31^. However, it is unclear how Gα_13_ links to different GTPases and regulates their activity differently in various cells, presumably due to the various interactive proteins and guanine-nucleotide exchange factors (GEFs) in different settings^20,25,35^. The upstream GPCRs that connect to Gα_13_, have not been identified in osteoclasts. We searched the GPCRs that were reported to play a part in osteoclasts, such as GPR103, EBI2, GPR68 and GPR55, and found that GPR55 is associated with Gα_13_^36,37^. However, functional analysis *in vitro* could not provide clear evidence that GPR55 and Gα_13_ work in the same pathway in osteoclasts (data not shown). It will be of interest and significance for future studies to investigate and uncover upstream regulators and receptors associated with Gα_13_ in osteoclasts. Our study identified unique downstream factors, pathways and novel mitochondrial mediated mechanisms by which Gα_13_ controls osteoclast cytoskeleton organization and function. Gα_13_, as a novel negative regulator, plays a key role in the maintenance of osteoclast function. Given the deregulated Gα_13_ levels in RA and its correlation with RA disease activity, targeting Gα_13_ and its mediated pathways would provide alternative therapeutic strategies to control osteoclast function and excessive bone resorption associated with many diseases.

## Materials and Methods

### Animal study and analysis of bone phenotype

We generated mice with myeloid specific deletion of Gα_13_ by crossing *Gα13* ^*flox/flox*^ mice^23^ with mice with a lysozyme M promoter-driven Cre transgene on the C57BL/6 background (known as *LysMcre*; The Jackson Laboratory). Gender- and age-matched *Gα*_*13*_^*flox/flox*^ *LysMcre*(+) mice (referred to as *Gα*_*13*_^*ΔM/ΔM*^) and their littermates with *LysMcre*(+) genotype as wild-type controls (referred to as WT) were used for experiments. X-ray analysis was conducted using a high-resolution soft X-ray system (Faxitron Model MX-20) at 26 kV. Micro-computed tomography (µCT) analysis was conducted to evaluate bone volume and 3D bone architecture using a Scanco µCT-35 scanner (SCANCO Medical) as described^38,39^. 2-month-old mouse femora were fixed in 10% buffered formalin and scanned at 6 µm resolution. Proximal femoral trabecular bone parameters were analyzed using Scanco software according to the manufacturer’s instructions and the American Society of Bone and Mineral Research (ASBMR) guidelines. Femur bones were subjected to sectioning, TRAP staining, toluidine blue staining and histological analysis. Mouse serum TRAP was measured with MouseTRAP™ (TRAcP 5b) ELISA (Immunodiagnostic Systems (IDS)) and serum CTX-I was measured using Mouse CTX/Collagen C-Terminal Telopeptide ELISA Kit (LifeSpan BioSciences) according to manufacturer’s instructions. The osteomeasure software (OsteoMetrics, Atlanta, GA, USA) was used for bone histomorphometry using standard procedures according to the program’s instruction. All of the experiments were conducted according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals. All animal studies were approved by the Hospital for Special Surgery Institutional Animal Care and Use Committee (IACUC), and Weill Cornell Medical College IACUC.

### Reagents

Murine M-CSF, murine TNF and soluble human RANKL were purchased from PeproTech (Rochy Hill, NJ, USA). Recombinant Fibronectin was purchased from Sigma-Aldrich. Alexa Fluor^®^ 488 phalloidin (A12379) was purchased from Invitrogen (Carlsbad, CA, USA).

### Cell culture

To obtain bone marrow macrophages (BMMs), mouse bone marrow cells were harvested from tibiae and femora of age and gender-matched mutant and control mice and cultured for 3 days in α-MEM medium (Thermo Fisher Scientific) with 10% FBS (Atlanta Biologicals), glutamine (2.4 mM, Thermo Fisher Scientific), Penicillin-Streptomycin (Thermo Fisher Scientific) and CMG14-12 supernatant (condition medium, CM), which contained the equivalent of 20 ng/ml of rM-CSF and was used as a source of M-CSF as described^38^. The attached BMMs were scraped, seeded at a density of 4.5 × 10^4^/cm^2^, and cultured in α-MEM medium with 10% FBS, 1% glutamine and CM for overnight. Except where stated, the cells were then treated with or without optimized concentrations of RANKL (40 ng/ml) or TNF (40 ng/ml) in the presence of CM for times indicated in the figure legends. Culture media were exchanged every three days. Human osteoclast cultures were performed as described previously^40^. Briefly, peripheral blood mononuclear cells (PBMCs) from whole blood of healthy volunteers or RA patients were isolated by density gradient centrifugation using Ficoll (Invitrogen Life Technologies, Carlsbad, CA). CD14+ cells were purified from fresh PBMCs using anti-CD14 magnetic beads (Miltenyi Biotec, Auburn, CA) as recommended by the manufacturer. Human monocytes were cultured in α-MEM medium with 10% FBS in the presence of M-CSF (20 ng/ml; PeproTech, Rocky Hill, NJ) for 2 days to obtain monocyte-derived macrophages, which were further cultured with RANKL for osteoclast differentiation. The RA PBMCs were from RA patients (age ≥ 18 and <70 years) who fulfilled American College of Rheumatology (ACR) 2010 RA classification criteria with disease duration <5 years and were under TNFi therapy for the first time (Enbrel, 25 mg weekly). Experiments with human cells were approved by Nanfang Hospital (China) and the Hospital for Special Surgery (USA) Institutional Review Board. Informed consent (PBMC collection) was obtained from all healthy volunteers and RA patients. All experiments were performed in accordance with relevant guidelines and regulations. TRAP staining was performed with an acid phosphatase leukocyte diagnostic kit (Sigma-Aldrich) in accordance with the manufacturer’s instructions.

### Actin cytoskeleton reorganization assay

2 × 10^4^ WT or *Gα*_*13*_^*ΔM/ΔM*^ BMMs were cultured on 96 well plates for three days or 6 × 10^3^ WT or *Gα*_*13*_^*ΔM/ΔM*^ BMMs on dentin slices (0.4 cm in diameter) for six days with CM (equivalent of 20 ng/ml of rM-CSF) and 40 ng/ml RANKL. The cells were then starved in the culture medium without FBS, M-CSF and RANKL for 5 hours, and were re-stimulated with 20 ng/ml M-CSF and 40 ng/ml RANKL for 0, 5, 15 or 30 minutes as indicated in figure legends. Phalloidin staining was performed in accordance with manufacturer’s instructions. Briefly, the cells were fixed with 4% PFA/PBS for 10 min at room temperature (RT) and washed with PBS. Then, the cells were permeabilized in 0.5% Triton X-100/PBS for 5 min followed by blocking with 1% BSA/PBS for 20 min at RT. The cells were then incubated with Alexa Fluor^®^ 488 phalloidin (Invitrogen, 1:500 dilution) for 20 minutes. After washing with PBS, fluorescent signals were detected with a fluorescent microscope. The osteomeasure software (OsteoMetrics, Atlanta, GA, USA) was used for the quantitative analysis of actin ring/podosome belt formation in the cell cultures using standard procedures according to the program’s instruction.

### *In vitro* adhesion assay

To prepare fibronectin-coated plates, 6 well plates were incubated with 1 ml of fibronectin (10 μg/ml) per each well for 2 hours at 37 °C. The plates were then washed with PBS for 3 times and were ready for adhesion assay. 8 × 10^6^ WT or *Gα13*^*ΔM/ΔM*^ BMMs were cultured with CM (equivalent of 20 ng/ml of rM-CSF) and 40 ng/ml RANKL on 10 cm culture dishes for 3 days. The cells were then starved in the culture medium without FBS, M-CSF and RANKL for 5 hours, and were lifted by scraper. 2 × 10^6^ cells were then plated on the fibronectin-coated 6 well tissue culture plates (attached cells) or left in αMEM as suspension conditions for 15 min or 30 min, followed by immunoblot analysis or GTP-RhoA pull down assay.

### Mineral resorption pit assay

The mineral resorption activity of osteoclasts was examined using 96-well Corning Osteo Assay Surface Plates (Sigma-Aldrich). BMMs were plated at a seeding density of 2 × 10^4^ per well and incubated with CM (equivalent of 20 ng/ml of rM-CSF) and RANKL (40 ng/ml) for 8 days, with medium exchange every day once mature round shaped-osteoclasts were observed. After removing cells with 10% bleach solution, the minerals were stained with von kossa to visualize the formation of resorptive pits. The resorptive area was analyzed using ImageJ (National Institutes of Health, Bethesda, MD, USA).

### Reverse transcription and real-time PCR

For quantification of mRNA, reverse transcription and real-time PCR were performed as previously described^40^. Briefly, DNA-free RNA was obtained using the RNeasy Mini Kit (QIAGEN) with DNase treatment, and total RNA was reverse transcribed using a First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA, USA). Real-time PCR was performed in triplicate using Fast SYBR^®^ Green Master Mix and the QuantStudio5 Real-Time PCR System (Applied Biosystems, Foster City, CA) following the manufacturer’s protocol. Gene expression was normalized relative to the gene expression levels of Glyceraldehyde-3-phosphate dehydrogenease (*Gapdh*). The primer sequences are available upon request.

### RNA-seq and Bioinformatics analysis

Total RNA was extracted using RNeasy Mini Kit (QIAGEN) following the manufacturer’s instructions. True-seq RNA Library preparation kits (Illumina) were used to purify poly-A+ transcripts and generate libraries with multiplexed barcode adaptors following the manufacturer’s instructions. All samples passed quality control analysis using a Bioanalyzer 2100 (Agilent). RNA-seq libraries were constructed per the Illumina TrueSeq RNA sample preparation kit. High-throughput sequencing was performed using the Illumina HiSeq 4000 in the Weill Cornell Medical College Genomics Resources Core Facility. RNA-seq reads were aligned to the mouse genome (mm10) using STAR^41^. HTseq^42^. was subsequently used to count reads in features and then EdgeR^43^ was used to estimate the transcript abundances as TPM (transcripts per million) values. Heatmaps were generated by the pheatmap package in R. Gene Ontology (GO) analysis was performed with Panther Classification System^44,45^ input with the RANKL-regulated genes that were more highly expressed in *Gα13*^*ΔM/ΔM*^ cells than WT cells (≥1.5 fold). Gα13 regulated pathways by the GO analysis were ranked based on the *p* values. *p* values were calculated following the program’s instructions. RNA-seq data (accession #GSE116550) have been deposited in NCBI’s Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116550).

### Immunoblot analysis

Total cell extracts were obtained using lysis buffer containing 150mMTris-HCl (pH 6.8), 6% SDS, 30% glycerol, and 0.03% Bromophenol Blue; 10% 2-ME was added immediately before harvesting cells. Cell lysates were fractionated on 7.5% SDS-PAGE, transferred to Immobilon-P membranes (Millipore), and incubated with specific antibodies. Western Lightning plus-ECL (PerkinElmer) was used for detection. For immunoblotting, anti-NFATc1 (556602, 1:1000 dilution) was from BD Biosciences. Anti-Blimp1 (sc-47732, 1:1000 dilution), anti-Gα13 (sc-410, 1:500 dilution), anti-RhoA (sc-418), and anti-p38α (sc-535, 1:1000 dilution) were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Anti-pyk2 (06-559, 1:1000 dilution) was from EMD Millipore. Anti-phospho-Pyk2 (Try402) (#3291, 1:1000 dilution), anti-phospho-Akt (Ser473) (#9271, 1:1000 dilution), anti-phospho-Akt (Thr408) (#2965, 1:1000 dilution), anti-Akt (#9272, 1:1000 dilution), anti-phospho-ERK (Ser473) (#9101, 1:1000 dilution), anti-ERK (#9102, 1:1000 dilution), anti-phospho-Src family (Tyr416) (#2101, 1:1000 dilution) were purchased from Cell Signaling Technology Inc. (Danvers, MA, USA). Anti- phospho-Rock2 (Ser1366, 1:500 dilution) is from GeneTex.

### Purification of GST-PBD protein

The GST-PBD plasmid^27^ was purified as described^46^. Briefly, fusion protein containing RhoA-binding domain Rhotekin (RhBD, amino acids 7–89) fused with GST were produced in *Eschericia coli* BL21 cells. After isopropylthigalactoside (IPTG) induction for 4 hrs at 30 °C, pellets of bacteria were resuspended in Bacterial lysis buffer containing 50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 1 mM EDTA, 1 mM dithiothreitol (DTT), 1 mM phenylmethylsulfonyl fluoride (PMSF), and 1 μg/mL aprotinin and then sonicated. Cell lysates were incubated with GST beads (ThermoFisher) for 2 hrs at 4 °C. The beads were wash 5 times with washing buffer containing 50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 1 mM EDTA, 1 mM dithiothreitol (DTT), 1 mM PMSF, and 1 μg/mL aprotinin. The beads were aliquoted in wash buffer with 10% v/v glycerol (1:1 slurry) and stored at −80 °C.

### Affinity- precipitation of cellular GTP-RhoA (pulldown assay)

The suspension and attached osteoclasts from adhesion assay were lysed in a buffer containing 50 mM Tris/HCl, pH 7.5, 1 mM EDTA, 500 mM NaCl, 10 mM MgCl_2_, 1% Triton X-100, and protease inhibitors (4 µg/ml leupeptin, 5 µg/ml apropeptin, 1 mM PMSF, 5 mM NaF, 5 mM sodium orthovanadate and protease inhibitor cocktail). Cell lysates were clarified by centrifugation at 15 000 g at 4 °C for 10 min. Equal volumes of lysates were incubated with 50 µg GST–RBD fusion protein at 4 °C for 1 hr while rotating. After pulldown, the beads were centrifuged at 250 g for 2 min and 4 °C and then washed five times with a buffer containing 50 mM Tris/HCl, pH 7.5, 150 mM NaCl, 10 mM MgCl_2_, 1% Triton X-100, 10 µg/ml leupeptin, 10 µg/ml apropeptin and 1 mM PMSF. The pulled down active RhoA proteins were analyzed by SDS-PAGE followed by immunoblotting against RhoA (Santa Cruz Biotechnology, sc-418). ImageJ was used to quantify the immunoblot band density that reflects the amount of proteins, and the relative amount of GTP-bound RhoA was normalized to the total amount of RhoA in cell lysates for the comparison of RhoA activity in different samples.

### Statistical analysis

Statistical analysis was performed using Graphpad Prism® software. The two-tailed Student’s *t* test was applied when there were only two groups of samples. In the case of more than two groups of samples, one-way ANOVA was used with one condition, and two-way ANOVA was used with more than two conditions. ANOVA analysis was followed by Post hoc Bonferroni’s correction for multiple comparisons. *p* < 0.05 was taken as statistically significant; *p value < 0.05, **p value < 0.01 and ***p value < 0.001. Data are presented as the mean ± SD as indicated in the figure legends.

## Supplementary information

Supplemental figure

# Supplementary material for: G-protein Gα13 functions as a cytoskeletal and mitochondrial regulator to restrain osteoclast function
**Source:** Sci Rep. 2019 Mar 12;9:4236. doi: 10.1038/s41598-019-40974-z
**Supplement:** Supplementary file 1 — Supplemental figure

SUPPLEMENTARY INFORMATION

G-protein $G\alpha_{13}$ functions as a cytoskeletal and mitochondrial regulator to restrain osteoclast function

Shinichi Nakano, Kazuki Inoue, Cheng Xu, Zhonghao Deng,
Viktoriya Syrovatkina, Gregory Vitone, Liang Zhao, Xin-Yun Huang,
Baohong Zhao

Supplementary Figure 1

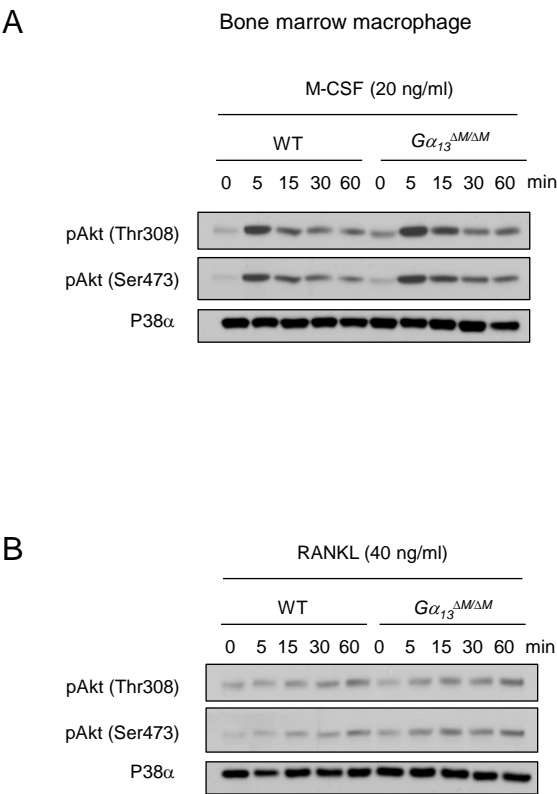

Supplementary Figure 1. Immunoblot analysis of the expression levels of phospho-Akt (Thr308 or Ser473) in the WT and $G\alpha_{13}^{\Delta M/\Delta M}$ BMMs treated with M-CSF (20 ng/ml) for the indicated times (A) or the WT and $G\alpha_{13}^{\Delta M/\Delta M}$ osteoclasts treated with RANKL (40 ng/ml) at the indicated times. p38α was used as a loading control.

Supplementary Figure 2

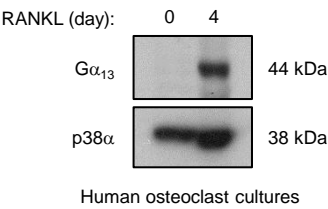

Supplementary Figure 2. Immunoblot analysis of Gα₁₃ expression induced by RANKL in human CD14-positive PBMC-derived macrophage cultures.

Supplementary Figure 3

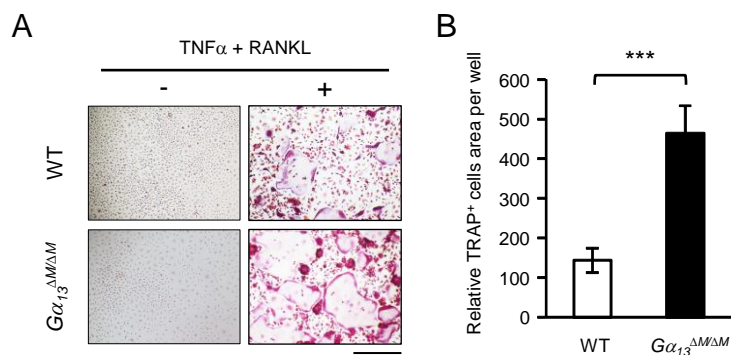

Supplementary Figure 3. $G\alpha_{13}$ deficiency enhances the size of osteoclasts primed by TNF. (A) TRAP staining and (B) quantification of the relative TRAP positive MNC areas in the WT and $G\alpha_{13}^{\Delta M/\Delta M}$ BMMs primed by TNF and followed by co-stimulation of TNF and RANKL for four days. *** $p < 0.001$.

Supplementary Figure 4

A

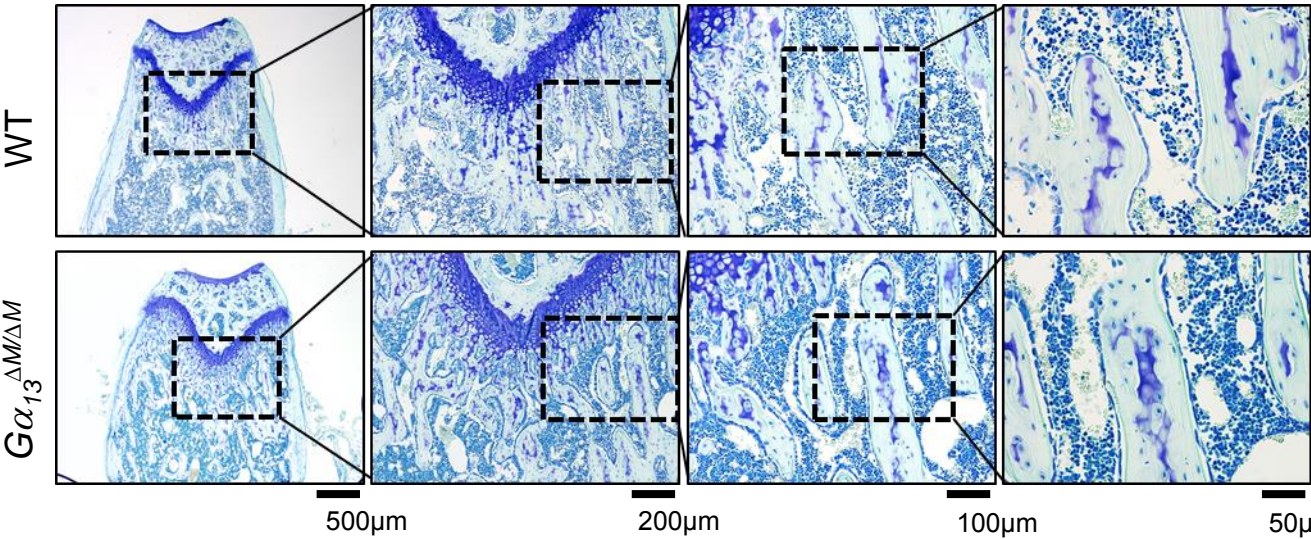

B

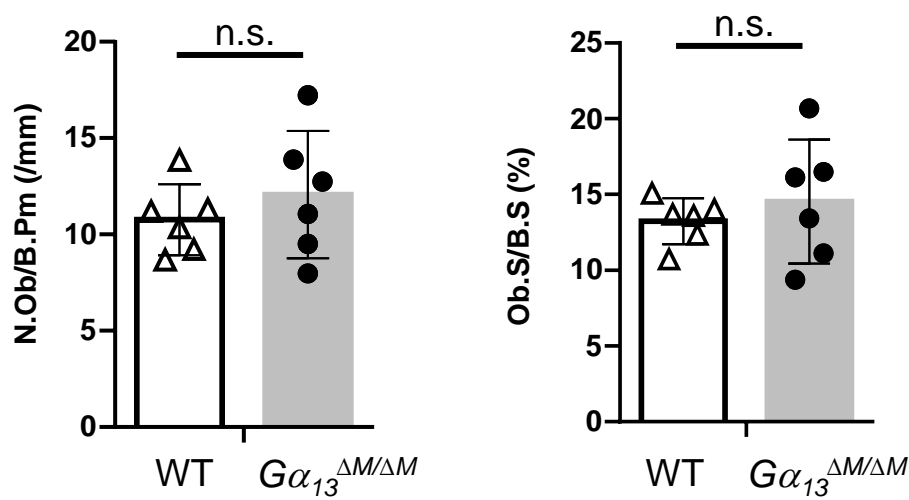

Supplementary Figure 4. $G\alpha_{13}$ deficiency does not affect osteoblast numbers and surfaces in mice. (A) Toluidine blue staining of femurs. Osteoblasts are stained blue on the bone surface, and (B) quantification of osteoblast numbers and surfaces relative to bone surface. N.Ob/B.Pm: Number of osteoblasts per bone perimeter. Ob.S/B.S: Osteoblast surface per bone surface. N=6 in each group. n.s., not statistically significant.

Supplementary Figure 5

A

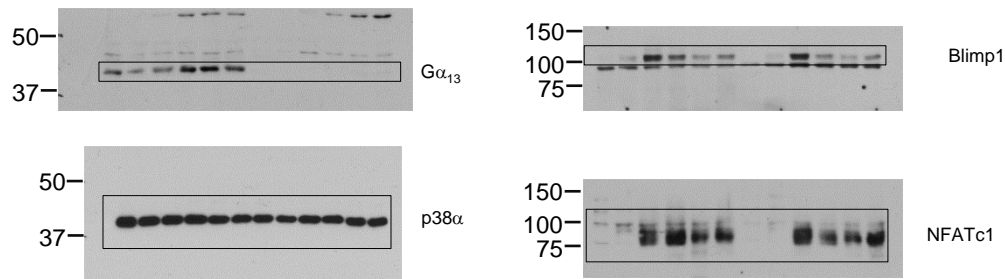

B

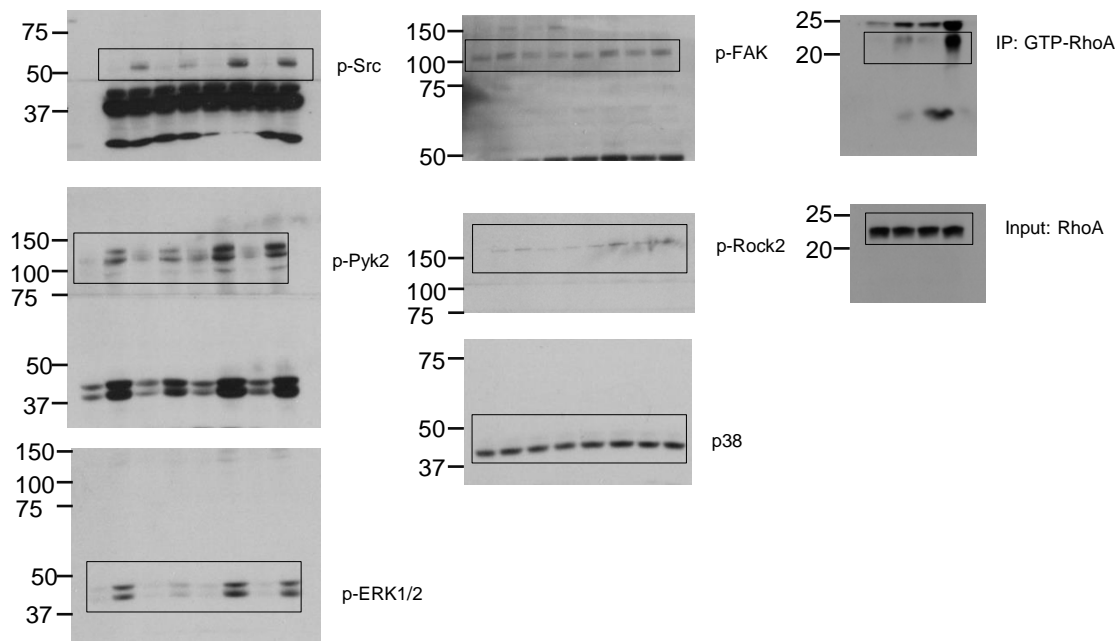

Supplementary Figure 5. (A) Uncropped western blots related to Fig1A and Fig4B. (B) Uncropped western blots related to Fig5A and B.

1	Arhgef18	41	Cep55	81	Myo1e	121	Trmt10a	161	Stk38l	201	Actr3	241	Dynl1	281	Tctex1d2
2	Mns1	42	Tubb6	82	Ccdc181	122	Nicn1	162	Kbtbd8	202	Myo10	242	Rap1gap2	282	Cluap1
3	Rpl10a	43	Cadm1	83	Cit	123	Trim59	163	Sclt1	203	Ndc1	243	Shcbp1	283	Cdca3
4	Mid1	44	Klhl12	84	Tuba1c	124	Wdr34	164	Flnb	204	Syne1	244	Pxx	284	Nme2
5	Camsap3	45	S100a9	85	Fam161a	125	Ccdc28b	165	Sgol1	205	Gsn	245	Cenpj	285	Arl8b
6	Wdr35	46	Rilpl1	86	Mkks	126	Tmem201	166	Cenpf	206	Vcl	246	Aim1	286	Msn
7	Tpt1	47	Ska1	87	Tnfrsf12a	127	Dync2h1	167	Tti2	207	Katnb1	247	Cc2d2a	287	Mad1l1
8	Cetn4	48	Rmdn2	88	Xrcc2	128	Trim36	168	Rassf1	208	Nsun2	248	Ttbk2	288	Cetn2
9	Tctex1d4	49	Ska2	89	Vim	129	Ajuba	169	Sra1	209	Mesdc1	249	Itga5	289	Cep44
10	Arap3	50	Rab3ip	90	Map1lc3a	130	Ezr	170	Spata7	210	Sntb2	250	Arhgap6	290	Lrp1
11	Myo19	51	Capn5	91	Hyls1	131	Top2a	171	Polr3h	211	Ttll4	251	Atf4	291	Tpgs1
12	Gja1	52	Tacc2	92	Kif22	132	Clic4	172	Gtl3	212	Rps16	252	Rapgef6	292	Lama3
13	Cav1	53	Stil	93	Abcb4	133	Narf	173	Dync1li2	213	Gapdh	253	Prpf19	293	Klhl2
14	Mical3	54	Igf2bp2	94	Mapk8	134	Terf1	174	Atp6v1b2	214	Cenpe	254	Ssh1	294	Arf1
15	Krt10	55	Ccnb1	95	Mid1ip1	135	Cep57l1	175	Itgb3	215	Birc5	255	Ccdc6	295	Mecp2
16	Cd9	56	Ttc28	96	Git1	136	Fam110b	176	Anln	216	Ranbp1	256	Fam110a	296	Esp1
17	Ctnn	57	Tubb2b	97	Stau2	137	Fbxo5	177	Lzts2	217	Nlrc3	257	Usp2	297	Fkbp4
18	Slc16a1	58	Tubb4a	98	Mpp7	138	Brca1	178	Nckap1	218	Haus7	258	Sh3kbp1	298	Tlk2
19	Scnn1a	59	Pip5k1b	99	Rps10	139	Gpsm2	179	Kif20a	219	Racgap1	259	Leo1	299	Rab39
20	Ubxn11	60	Pcgf5	100	Pstpip1	140	Ttc30a1	180	Ofd1	220	S100a6	260	Kitl	300	Nme1
21	Pvr1	61	Mmp14	101	Palld	141	Capg	181	Dapk3	221	Ric8b	261	Camk2d	301	Ccnb2
22	Arhgap26	62	Tmub1	102	Tes	142	Cdc42bpa	182	Tmem63b	222	Cdk5rap2	262	Cep290	302	Abi1
23	Cenpq	63	Ccne1	103	Mical1	143	Kif23	183	Ttl	223	Actn1	263	Ska3	303	Lims1
24	Amot	64	Ckap4	104	Tpm1	144	Atp6v1d	184	Rassf3	224	Ccdc88a	264	Gramd3	304	Rmdn1
25	Smtn	65	Itgav	105	Ndrp1	145	Fblim1	185	Cd97	225	Map2k6	265	Ttc8	305	Lanc12
26	Cdc42ep2	66	Tubd1	106	Snx10	146	Sipa1l3	186	Rplp2	226	Alkbh2	266	Eef1a1	306	Aurka
27	Trip6	67	Pde4dip	107	Aldoa	147	Gbp2	187	Pard6a	227	Dctn3	267	Crocc	307	Lrif1
28	Fgr	68	Myo1b	108	Rsp3a	148	Ift81	188	Actn4	228	Apbb1ip	268	Ift74		
29	Clmp	69	Rpl12	109	Kif24	149	Myc	189	Aaas	229	Rac2	269	P4hb		
30	Capn10	70	Bloc1s2	110	Plk1	150	Rps7	190	Rif1	230	Bsg	270	Tubg1		
31	Pdlim7	71	Nckap5l	111	Nusap1	151	Lmna	191	Cd59b	231	Cdc16	271	Bora		
32	Strbp	72	Coro2a	112	Kif14	152	Arhgap35	192	Nedd1	232	Kif20b	272	Ywhaz		
33	Ak1	73	Id1	113	Anxa1	153	Pls3	193	S100a8	233	Ywhae	273	Apc		
34	Smad7	74	Rnd3	114	Mzt1	154	Tiam1	194	Dpysl2	234	Mfn2	274	Shmt2		
35	Sh3yl1	75	Ccsap	115	Mapk6	155	Dlgap5	195	Hspa9	235	Trip10	275	Cep170b		
36	Cdc7	76	Pbxip1	116	Mllt4	156	Nf2	196	Dtl	236	Pgm2	276	Dsn1		
37	Cdc20	77	Tuba4a	117	Hspb11	157	Acaca	197	Pabpc1	237	Ect2	277	Rragd		
38	Myo1d	78	Uaca	118	Hsp90aa1	158	Tpx2	198	Slc25a5	238	Rhof	278	Kif1c		
39	Rai14	79	Hook1	119	Fnbp1l	159	H2afx	199	Rras2	239	G3bp1	279	Cdk2ap2		
40	Slc4a2	80	Iqcb1	120	Flrt2	160	Anxa2	200	Ppp2r3c	240	Prc1	280	Kifc3		

Supplementary Table 1. List of upregulated cytoskeleton related genes in $G\alpha_{13}^{AM/AM}$ osteoclasts.

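The table names genes without values. It holds 307 symbols from the RNA-seq comparison of *Gα*_*13*_ ΔM/ΔM with WT osteoclasts after RANKL. Of these, 300 matched a symbol in the libraries as printed and 7 did not; the unmatched ones were not guessed and were left out.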

How the deposited data were processed for this re-analysis (not part of the article)

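RNA sequencing was analysed of 4 libraries, 1 each of WT and *Gα*_*13*_ ΔM/ΔM BMMs cultured with M-CSF without RANKL, for which the day of RNA extraction is not stated, and of WT and *Gα*_*13*_ ΔM/ΔM osteoclasts made from them with RANKL (40 ng/ml, 5 days). The WT controls carried *LysMcre* as well. Whether libraries share mice is not stated in the paper's text or the sample labels. The authors made the deposited TPM values from poly-A+ libraries sequenced on the HiSeq 4000, by alignment to mm10 with STAR, counting with HTSeq and conversion to TPM with edgeR. The versions and the annotation are not stated in the paper's text. Each library lists the same gene symbols and sums to 1000000 TPM. No symbol of the mitochondrial genome is among them, so the list of 13 mitochondrially encoded genes was not analysed here.

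Values were used as deposited. Log2 ratios were taken of TPM + 0.1, and genes with at least 1 TPM in at least 1 library were kept (11881 of 15582 genes above 0). A gene was counted as higher or lower at a ratio of at least 1.5. Comparisons were *Gα*_*13*_ ΔM/ΔM against WT after RANKL and at baseline, RANKL against baseline in each genotype, and the difference of these RANKL ratios between genotypes. With 1 library per condition no test was run and no p was computed. GO analysis was not repeated here.

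TPM values keep no depth of their own. Reads were recovered as the smallest whole numbers in the ratios that a gene's TPM values show between libraries, after division by 1 relative factor per library. This was possible for the 14351 genes above 0 in at least 2 libraries, and not for 1231 genes above 0 in 1 library. The reads recovered, 19647278 to 23045036 per library, hold 99.99% of the TPM. The annotated lengths of 7858 genes with many reads set the scale of the lengths that these reads imply. Implied and annotated lengths had a Spearman's rho of 0.744. This was taken across all recovered genes above 0 in WT precursors that had an annotated length, which are not independent replicates. The authors' annotation is not known. From the reads, exact (Clopper-Pearson) 95% intervals of TPM ratios were computed. They cover counting error only. In simulated libraries of the same depth, all 14121 genes above 0 in at least 2 libraries were recovered up to a common divisor, and the interval held 1 for 96.2% of 2000 unchanged genes. Of genes set 2-fold higher, 100% passed 1.5-fold, and of those set 2-fold lower 96.8%. Of genes set 1.25-fold higher, 2.94% did. Of 9337 unchanged genes with a mean of at least 5 TPM, 0.332% passed by counting alone. For genes that differ in both pairs of genotypes, the reads of each pair were dealt out again without any difference in 1000 simulations. A simulated list of 80 genes set 0.15 higher on the log2 scale came out above all random lists.

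The gene lists were written down before any value was seen. They cover early osteoclast differentiation, resorption, cell fusion, the V-type ATPase, respiratory chain complexes I to IV and ATP synthase, inner membrane import and cristae, mitochondrially encoded genes, mitochondrial biogenesis, the mitochondrial ribosome, the tricarboxylic acid cycle, glycolysis and the cytosolic ribosome. Further lists cover actin and podosomes, adhesion, microtubules, the Gα_13_ pathway, the cell cycle, the type I interferon response, inflammatory NF-κB targets, sex-linked genes and markers of macrophages, neutrophils, stromal cells, lymphoid cells, dendritic cells, mast cells and basophils, and the erythroid and megakaryocyte lineages. The median log2 ratio of each list was given with its binomial 95% interval, and its rank among 10000 random lists of equal size, drawn with a fixed seed from 20 bins of mean log2 TPM. Transcript lengths came from the GENCODE annotation of GRCm38, which gave a length for 95.5% of the genes kept. The length of a gene was that of the union of its exons. Matching on length used 4 length groups in each of 10 bins of mean log2 TPM. Gene positions came from the RefSeq annotation of GRCm38. Of the 307 symbols of Supplementary Table 1, 7 were not found as printed and were left out.

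Genes named are those the paper names; the 10 highest and 10 lowest ratios of *Gα*_*13*_ ΔM/ΔM over WT after RANKL, and the 5 highest and 5 lowest at baseline and for RANKL in WT, among genes with a mean of at least 10 TPM over the 2 libraries compared; the highest, lowest and most abundant member of each list in each comparison; and the 5 highest and 5 lowest genes of Supplementary Table 1 by the same floor. The directions that the paper's figures give for its own genes were seen beforehand. *C5ar1*, *C5ar2*, *Ercc2*, *Arl5c*, *Cyb561*, *Abca9*, *Itgav*, *Cox7a1* and the other members of the chromosomal clusters were picked after their values were seen.

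The alternatives set beforehand were pseudocounts of 1 and 0.01, median-ratio scaling, scaling by a trimmed mean (30% of ratios and 5% of mean expression trimmed at each end), quantile normalization, a filter of at least 5 TPM or none, a ratio of 2, a required RANKL response, 10 bins, and random lists matched on length as well. A ratio of 1.1, a counting interval past 1.5-fold and leaving out small RNA genes were added after the data were seen. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.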

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

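All tests in this part were chosen only after the results were seen. Of the genes the paper does not discuss, 5 with a mean of at least 10 TPM over the 4 libraries, small RNA genes left aside, differed at least 2-fold the same way at baseline and after RANKL. After RANKL the log2 ratio of *Gα*_*13*_ ΔM/ΔM over WT was -4.06 for *Apoc2*, -3.55 for *Apoe*, -5.21 for *Kpna2* and 2.55 for *Stac2*. It was 6.12 for *Gm8615*, a transcribed pseudogene on chromosome 5, which was at 0.388 TPM in WT and 33.9 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts.

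Some of the genes that differed the same way in both pairs of *Gα*_*13*_ ΔM/ΔM and WT libraries lay close together on chromosomes 11 and 7. *Gna13* itself and small RNA genes were left out of this count. Of 9935 other genes with at least 5 TPM in at least 1 library, 57 differed at least 1.5-fold the same way in both pairs, and 8 of them (*Arl5c*, *Stac2*, *Arf2*, *1700052K11Rik*, *Cyb561*, *Kpna2*, *Abca9* and *Rptoros*) lay within 15 Mb of *Gna13*, against a median of 2 and a highest of 8 in 10000 shuffles of gene positions. On chromosome 7, 6 lay in 1 window of 100 neighbouring genes (*Eps8l1*, *C5ar2*, *C5ar1*, *Ercc2*, *Apoc2* and *Apoe*), against a median of 3 and a highest of 7 for the fullest window outside chromosome 11 in the shuffles. The shuffles moved genes singly, so neighbours that are regulated together could also raise these counts. *C5ar2* lies close to *C5ar1*, and *Apoc2* close to *Apoe*. The other 43 of the 57 genes lay outside these 2 places. Counting error in genes with few reads is argued against, since at most 7 of all 9935 genes passed in both pairs the same way in 1000 simulations without any difference, against the 14 genes of these 2 places alone. A candidate explanation in line with both counts is segments of another strain carried by *Gα*_*13*_ ΔM/ΔM mice around *Gna13* and on chromosome 7, while an action of Gα_13_ on these genes was not tested and sequence variants were not analysed here.

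Type I interferon response genes were higher in *Gα*_*13*_ ΔM/ΔM than in WT precursors at baseline, in 24 of 25 genes (10 at least 1.5-fold), with a median log2 ratio of 0.39 (0.22 to 0.63), and the median after RANKL was 0.08 (0.02 to 0.14). Scaling between the libraries is argued against by a lower bound of 0.23 after median-ratio scaling. A broad bias towards short transcripts is argued against by a percentile of 100 among random lists matched on TPM and on 4 length groups. Dendritic cells carried over into that culture of *Gα*_*13*_ ΔM/ΔM cells cannot be told apart from a higher interferon response in the macrophages, because the markers went both ways at baseline, with 6 of 12 at least 1.5-fold higher, 3 at least 1.5-fold lower and a median of 0.58 (-0.61 to 0.76), above all 10000 random lists; *Cd74*, the most abundant dendritic marker, was at 133 TPM in WT and 201 TPM in *Gα*_*13*_ ΔM/ΔM precursors, and the dendritic marker *Itgax* is also in the adhesion list. Neutrophil markers at baseline, also above all random lists, had a median of 0.30 (-0.08 to 0.95), with 10 of 14 higher, 5 at least 1.5-fold higher and 0 at least 1.5-fold lower. A difference between the cultures, such as in handling, and a biological effect of the genotype stay open and were not tested.

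Markers of stromal cells were lower in *Gα*_*13*_ ΔM/ΔM than in WT precursors at baseline, in 10 of the 10 genes measured of 20 listed (9 at least 1.5-fold), with a median of -1.58 (-1.84 to -0.59), and *Bgn* was at 6.80 TPM in WT and 1.47 TPM in *Gα*_*13*_ ΔM/ΔM precursors.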

How the results depend on the processing

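A ratio of 1.1 and the counting interval past 1.5-fold, like leaving out small RNA genes, were chosen only after the results were seen. No paired analysis and no test were run, and there was 1 library per condition without replicates. *Gα*_*13*_ ΔM/ΔM and WT libraries were compared separately at baseline and after RANKL. Of the counts of genes, 66 stayed within 1.5 times the value reported and 38 did not. Of the list medians, 1056 stayed within and 24 moved outside their intervals, and of the named genes' ratios 2593 and 115. Another 2 ratios, whose counting intervals excluded 1, changed sign. Sign changes of ratios whose interval held 1 were not counted apart. Of the list percentiles, 301 stayed on their side of the 95% range, 3 came to lie outside it and 6 came to lie inside it. Median-ratio scaling, trimmed mean scaling, quantile normalization, a pseudocount of 0.01 and leaving out small RNA genes kept every count of genes within 1.5 times. The excess of lower genes with RANKL, however, turned into an excess of higher ones under 2 of these: median-ratio scaling gave 2344 higher and 2180 lower in WT and 2423 and 2099 in *Gα*_*13*_ ΔM/ΔM cells, trimmed mean scaling 2353 and 2172, and 2418 and 2102. Quantile normalization gave 2213 and 2309, and 2182 and 2347; between the genotypes it gave 580 higher and 528 lower after RANKL (611 and 442 as reported) and, with the excess turned, 443 and 388 at baseline (413 and 437). For higher and lower genes in *Gα*_*13*_ ΔM/ΔM than in WT osteoclasts (611 and 442), a pseudocount of 1 gave 355 and 211, at least 5 TPM 249 and 152, no filter 1389 and 1050, a ratio of 2 256 and 171, and a required 1.5-fold higher value with RANKL in *Gα*_*13*_ ΔM/ΔM cells 329 and 75. A ratio of 1.1 gave 2940 and 2852, and the counting interval 112 and 50. At baseline (413 and 437) a pseudocount of 1 gave 202 and 212, at least 5 TPM 144 and 144, no filter 1063 and 1233, a ratio of 2 183 and 206, and the counting interval 38 and 63. For RANKL in WT (2028 and 2607), a ratio of 2 gave 1249 and 1419 and the counting interval 1310 and 1710. For RANKL in *Gα*_*13*_ ΔM/ΔM cells (2066 and 2552), a ratio of 2 gave 1293 and 1361. For a larger or smaller RANKL response in *Gα*_*13*_ ΔM/ΔM cells (855 and 578), a pseudocount of 1 gave 567 and 346, at least 5 TPM 369 and 198, no filter 2036 and 1493, and a ratio of 2 441 and 289. A stricter filter or ratio and a larger pseudocount lower these counts by construction, and no filter or a ratio of 1.1 raises them. The required RANKL response uses the same library of *Gα*_*13*_ ΔM/ΔM osteoclasts as the ratio counted, so it favours higher over lower genes by construction. The median of the genes of Supplementary Table 1 (0.25) was 0.23 with a pseudocount of 1, which shrinks ratios, 0.268 with median-ratio scaling and 0.266 with trimmed mean scaling, and 20 of its genes at 1.5-fold became 299 at 1.1-fold. The actin and podosome list had a percentile of 96.4, and of 98.95 with random lists matched on length; the cause was not tested. Under quantile normalization the log2 ratio of *Rock2* with RANKL in WT was 0.0013 in place of -0.11, and that of *Fcer1g* in *Gα*_*13*_ ΔM/ΔM over WT osteoclasts 0.094 in place of -0.08; the cause was not tested. Depth limits genes with few reads, and the single library per condition limits every comparison, since variation between cultures could not be measured.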

Differences from the paper's values

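The ratio of 1.1 used here was chosen only after the values were seen; the other alternatives were set before the data were examined. The paper's count of cytoskeleton-related genes elevated in *Gα*_*13*_ ΔM/ΔM osteoclasts is 307. Of the 299 genes of its Supplementary Table 1 measured here, 20 were at least 1.5-fold higher than in WT after RANKL, the fold that the paper's methods give for the GO input; the paper states no fold for the table. Each alternative set beforehand (pseudocounts of 1 and 0.01, median-ratio and trimmed mean scaling, quantile normalization, at least 5 TPM and no filter) gave 14 to 22 and still differs. At a ratio of 1.1, chosen after seeing the values, all 299 are counted and none of the measured genes is dropped.

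The paper's count of mitochondrial related genes enhanced in *Gα*_*13*_ ΔM/ΔM osteoclasts is 51. Among 82 genes of oxidative phosphorylation and 25 of inner membrane import and cristae, a list that is not the paper's, 7 were at least 1.5-fold higher. The paper's methods give 1.5-fold for the GO input, and the paper states no threshold for this count itself. The same alternatives gave 4 to 7, and under all of them the counts differ. At a ratio of 1.1, chosen after seeing the values, 49 genes of the first list and 13 of the second are counted, within 1.5 times the paper's number. How many of the paper's own genes that setting drops was not counted, because its text does not name them all.

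By quantitative PCR, the paper's ratio of *Gna13* on day 5 of RANKL over day 0 in WT cells is about 2.5 in Fig. 1B, read by eye. In the sequenced WT libraries the ratio was 1.02, and it was 1.02 to 1.1 under both pseudocounts, both scalings and quantile normalization, which all differ. In the same comparison by sequencing, *Src* had a log2 ratio of 6.78 and *Itgb3* 4.16. The day of the sequenced baseline library is not stated, nor whether the quantitative PCR used the sequenced samples, so the groups compared are not known to be alike. The measures are unlike as well: the quantitative PCR is relative to *Gapdh*, and the ratio here is one of TPM. How *Gapdh* itself moved with RANKL is not known from these values. Enzymes of glycolysis as a list fell with RANKL in WT (median log2 ratio -1.03, 17 of 17 below 1-fold).

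For *Nrf1* in *Gα*_*13*_ ΔM/ΔM over WT osteoclasts, the paper's ratio by quantitative PCR is about 1.6 in Fig. 7A, read by eye, and the ratio here was 0.956. For *Tfam* the paper's ratio is about 2.4 in Fig. 7A, read by eye, and the ratio here was 0.982. Both differ under both pseudocounts, both scalings and quantile normalization. For *Ndufv1* the paper's ratio is about 1.7 in Fig. 7A, read by eye, and the ratio here was 1.13. Under median-ratio scaling and trimmed mean scaling, each with 1.14, it no longer differs, and under both pseudocounts and quantile normalization it does. The day of the samples of Fig. 7A is not stated, nor whether they are the sequenced ones. The paper's quantitative PCR, in Fig. 4A as well, is relative to *Gapdh*, while the ratios here are of TPM.

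By the same rule, under which one value must be more than 1.5 times the other, *Apoo*, *Atp5o*, *Cycs*, *Ndufs1*, *Ndufs3* and *Cox7a2l* of Fig. 7A did not differ, and *Cycs* rests on 37 reads in WT. Neither did *Fos*, *Prdm1*, *Nfatc1*, *Calcr*, *Ctsk*, *Acp5*, *Itgb3*, *Dcstamp* and *Atp6v0d2*, with ratios here of 1.52 for *Ctsk*, 1.48 for *Acp5* and 1.54 for *Dcstamp*. The rule is wide beside ratios near 1.5, so passing it does not show that the values are alike. *Prdm1* is at about 0.88 in Fig. 4A, read by eye, and was on the other side of 1 here (1.27). *Atp5o*, *Ndufs1* and *Cox7a2l* are each at about 1.5 in Fig. 7A, read by eye, and were at 1.07, 1.06 and 1.16 here.

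The legend of Fig. 6B describes the cytoskeleton genes as induced by RANKL. Of the 299 genes, 93 in WT and 131 in *Gα*_*13*_ ΔM/ΔM cells were above 1-fold with RANKL. In its section on the sequencing, the paper reports *Prdm1* as unaffected, with the data not shown and the assay not named. The ratio of *Prdm1* here was 1.27 with a counting interval of 1.15 to 1.4, beside a median ratio of 1.19 for the genes of Supplementary Table 1, while *Fos* stood at 1.01 and *Nfatc1* at 1.15.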

Other observations

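The test of a further advanced RANKL response was chosen only after the result was seen; those of transcript length and scaling were not. Genes of mitosis and DNA replication were lower with RANKL in both genotypes, in 36 of 36 genes, with a median log2 ratio of -2.23 in WT and -2.06 in *Gα*_*13*_ ΔM/ΔM cells. After RANKL, 34 of them were higher in *Gα*_*13*_ ΔM/ΔM than in WT osteoclasts, with a median of 0.18 (0.12 to 0.23), while the median at baseline was 0.00. *Cdc20*, an activator of the anaphase-promoting complex, was at 13.1 TPM in WT and 18.8 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts. Enzymes of glycolysis were lower with RANKL, with a median of -1.03 in WT and -0.77 in *Gα*_*13*_ ΔM/ΔM cells, and 13 of 17 were higher in *Gα*_*13*_ ΔM/ΔM than in WT osteoclasts (median 0.19, 0.01 to 0.39). *Tpi1*, triosephosphate isomerase, was at 372 TPM in WT and 523 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts. Type I interferon response genes were higher with RANKL, with a median of 1.42 in WT and 0.95 in *Gα*_*13*_ ΔM/ΔM cells. Of 14 inflammatory and NF-κB target genes measured, 11 were higher in *Gα*_*13*_ ΔM/ΔM than in WT osteoclasts (median 0.35, -0.02 to 0.55), and *Socs3*, a cytokine signalling inhibitor, was at 7.48 and 12.6 TPM. Genes of the Gα_13_ pathway had a median of 0.02 (-0.03 to 0.06) over 28 genes, with *Rhoa* at 296 TPM in WT and 317 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts, *Rock2* at 49.8 and 49.0 TPM, and *Gna12*, the closest relative of *Gna13*, at 203 and 186 TPM. *Lpar6*, a lysophosphatidic acid receptor gene, was at 46.1 and 30.3 TPM. Proteins of the cytosolic ribosome had a median of 0.05 (0.04 to 0.08), and 51 of 79 were higher in *Gα*_*13*_ ΔM/ΔM osteoclasts.

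Neutrophil markers had a median log2 ratio of RANKL over baseline of -3.74 in WT and -3.63 in *Gα*_*13*_ ΔM/ΔM cells, and their most abundant member, *S100a8*, was at 21.0 TPM in WT and 24.4 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts. Between the genotypes after RANKL they had a median of 0.34 (-0.60 to 1.17). Stromal markers had a median of 0.13 (-0.36 to 0.44) and dendritic markers 0.12 (-0.02 to 0.64) in *Gα*_*13*_ ΔM/ΔM over WT osteoclasts. With RANKL over baseline, the dendritic markers had a median of 1.80 in WT and 1.46 in *Gα*_*13*_ ΔM/ΔM cells, and *Cd74* was at 722 TPM in WT and 743 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts. Of the lymphoid markers 2 were measured, with a median of -0.53 after RANKL, and 1 of them, *Cd4*, was at 0.783 TPM in WT precursors, 61.3 TPM in WT and 43.3 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts. Of the mast cell and basophil markers, *Hdc* alone was measured (log2 ratio 0.56, below 1 TPM after RANKL). The 4 erythroid and megakaryocyte markers measured had a median of 0.12 after RANKL and -0.53 at baseline, and *Pf4* was at 509.5 TPM in WT and 396 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts. The sex-linked genes measured were 4 genes of the Y chromosome, with a median of -0.16 after RANKL and -0.08 at baseline.

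Oxidative phosphorylation genes were higher in *Gα*_*13*_ ΔM/ΔM than in WT osteoclasts (median 0.17), with a median of -0.01 at baseline. Scaling between the libraries is argued against by a lower bound of 0.15 after median-ratio scaling. For a bias towards short transcripts, the percentile was 100 among random lists matched on TPM and length, which argues against a broad bias of this kind. The matching had only 4 length groups per TPM bin, so it cannot decide on a bias confined to the shortest transcripts. For a further advanced RANKL response of *Gα*_*13*_ ΔM/ΔM cells, the percentile was 100 among random lists matched on TPM and on the RANKL ratio in WT (upper bound of these lists 0.04). By the same matching, the percentile was 99.99 for resorption genes, 100 for the V-type ATPase and the mitochondrial ribosome, 99.8 for the tricarboxylic acid cycle, 99.6 for glycolysis, 96.2 for the cell cycle and 0.08 for macrophage markers. Resorption genes rise with RANKL (median log2 ratio 4.53 in WT) and still lay above nearly all of these lists. The matching therefore does not take up the RANKL response, and it cannot decide whether that response was further advanced. A difference between the single cultures and an effect of Gα_13_ on these genes stay open too, and neither was tested.

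Some abundant genes with many processed pseudogenes had low TPM in every library. *Gapdh*, which normalises the paper's quantitative PCR and is in Supplementary Table 1, was at 1.38 TPM in WT and 1.58 TPM in *Gα*_*13*_ ΔM/ΔM osteoclasts (ratio 1.15, 0.582 to 2.28, with 18 reads in WT). *Pgk1* was at 2.88 and 4.07 TPM, *Actg1* at 1.81 and 1.07 TPM and *Cycs*, which is in Fig. 7A, at 1.38 and 2.24 TPM. Whether reads that align to more than 1 place were counted is not stated in the paper's text, so these genes' own expression is not known from these values.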
